# Transcriptome Studies Reveal the *N*^6^-Methyladenosine Differences in Testis of Yaks at Juvenile and Sexual Maturity Stages

**DOI:** 10.3390/ani13182815

**Published:** 2023-09-05

**Authors:** Shaoke Guo, Jie Pei, Xingdong Wang, Mengli Cao, Lin Xiong, Yandong Kang, Ziqiang Ding, Yongfu La, Min Chu, Pengjia Bao, Xian Guo

**Keywords:** spermatogenesis, mRNA, *N*^6^-methyladenosine, reproduction

## Abstract

**Simple Summary:**

The methylation level of testicular tissue in young yaks and adult yaks was determined, and the *N*^6^-methyladenosine (m^6^A) level was significantly increased after sexual maturity. Functional enrichment analysis of differentially methylated mRNAs screened between the two groups after sequencing showed that they mainly regulated cell development, spermatogenesis, and testicular endocrine function. Functional analysis of the differentially expressed genes screened between the two groups showed that they were involved in the biological processes of mitosis, meiosis, and flagellated sperm motility. Finally, several genes related to spermatogenesis were screened for further verification.

**Abstract:**

Studying the mechanism of spermatogenesis is key to exploring the reproductive characteristics of male yaks. Although *N*^6^-methyladenosine (m^6^A) RNA modification has been reported to regulate spermatogenesis and reproductive function in mammals, the molecular mechanism of m^6^A in yak testis development and spermatogenesis remains largely unknown. Therefore, we collected testicular tissue from juvenile and adult yaks and found that the m^6^A level significantly increased after sexual maturity in yaks. In MeRIP-seq, 1702 hypermethylated peaks and 724 hypomethylated peaks were identified. The hypermethylated differentially methylated RNAs (DMRs) (CIB2, AK1, FOXJ2, PKDREJ, SLC9A3, and TOPAZ1) mainly regulated spermatogenesis. Functional enrichment analysis showed that DMRs were significantly enriched in the adherens junction, gap junction, and Wnt, PI3K, and mTOR signaling pathways, regulating cell development, spermatogenesis, and testicular endocrine function. The functional analysis of differentially expressed genes showed that they were involved in the biological processes of mitosis, meiosis, and flagellated sperm motility during the sexual maturity of yak testis. We also screened the key regulatory factors of testis development and spermatogenesis by combined analysis, which included *BRCA1*, *CREBBP*, *STAT3*, and *SMAD4*. This study indexed the m^6^A characteristics of yak testicles at different developmental stages, providing basic data for further research of m^6^A modification regulating yak testicular development.

## 1. Introduction

Yaks (*Bos grunniens*) are an animal genetic resource known as “the boat of the plateau” and “the omnipotent livestock” in the Tibetan areas of China. They live in high-altitude areas above 3000 m and can tolerate cold and hypoxic conditions [1,2]. Yaks play a crucial role in the life, production, socio-economic development, and agricultural biodiversity conservation in plateau areas [3]. However, seasonal breeding patterns, low conception rates, and long calving intervals seriously restrict yak reproductive performance. Therefore, the study of yak reproductive performance is helpful in improving the economic development and people‘s quality of life in the Qinghai–Tibet Plateau.

The testis is the primary sexual organ of male mammals, responsible for androgen synthesis and secretion and spermatogenesis. The coordinated process of spermatogenesis involves many molecular and cellular events [4,5,6]. Establishing a relation between spermatogenesis and gene expression profiles can explore testis development processes to improve testicular function for high-quality semen production, thereby increasing the chances of obtaining healthy offspring. Multiple programs synergistically regulate specific gene expression at different stages of spermatogenesis [7]. Therefore, the study of the transition process of the testis from the growth stage to the spermatogenesis stage is key to understanding the reproduction and development of male animals.

*N*^6^-methyladenosine (m^6^A) is the most abundant internal modification of mRNA and a key mediator of gene expression control from yeast to animals and plants [8,9,10]. m^6^A modification can affect transcription, splicing, localization, translation, stability, and post-transcriptional regulation of gene expression at the RNA level [11]. RNA m^6^A regulators maintain dynamic m^6^A modification [12], where mRNA undergoes methylation modification under the action of writers such as methyltransferase-like protein 3 (METTL3), methyltransferase-like protein 14 (METTL14), and Wilms’ tumor 1-associated protein (WTAP), and is then demethylated by erasers such as fat mass and obesity-associated protein (FTO) and alkB homolog 5 (ALKBH5). Readers, including YTH domain family proteins 1–3 (YTHDF1–3) and YTH domain-containing proteins 1–2 (YTHDC1–2), can recognize the bases of m^6^A methylation, participate in downstream translation and mRNA degradation, and accelerate the speed of mRNA nucleation [13]. m^6^A plays an important regulatory role in cell fate transition and animal development [14].

In particular, m^6^A modification is involved in spermatogonial proliferation, spermatogenesis, and reproductive function in mammalian reproduction [15,16,17]. Studies have reported that m^6^A regulators are expressed in both spermatogenic cells and somatic cells [18]. ALKBH5 in the testis regulates RNA metabolism, and it is mainly involved in the regulation of alternative splicing of mRNA in spermatogenic cells [19,20]. ALKBH5 and METTL14 are expressed in spermatogenic cells and interstitial cells and affect the synthesis and secretion of testosterone [21]. Lin et al. [22] showed that inhibition of METTL3/ METTL14 activity, which can reduce m^6^A and disrupt the proliferation of spermatogonial stem cells, hindering spermatogenesis. YTHDC2 is essential for the gene expression program of the male germline from mitosis to meiosis [23,24], and YTHDC1 is essential for maintaining spermatogonial development in mice [25]. Liu et al. [26] performed m^6^A-seq and RNA-seq on porcine spermatogonia, spermatocytes, and round sperm cells and analyzed the mechanism of m^6^A in spermatogenesis. Wang et al. [27] compared the m^6^A modification sites of yak and cattle–yak testis and discussed the effect of m^6^A on spermatogenesis arrest of cattle–yak. Liu et al. [28] analyzed the expression spectra of m^6^A in bovine testis at different developmental stages by MeRIP-seq analysis and identified several key regulatory genes related to the regulation of mammalian testis development and spermatogenesis.

Although the mechanism by which m^6^A regulates bovine spermatogenesis has been reported, the impact of m^6^A in yak testis development and spermatogenesis remains largely elusive. To further investigate the regulatory role of m^6^A on spermatogenesis in yak testis, we collected 6-month-old and 30-month-old yak testicular tissue samples for MeRIP-seq. This allowed us to obtain the m^6^A spectrum of the transcriptome at different developmental stages of yak testis. Our study provides a theoretical basis for the role of m^6^A during spermatogenesis in testis development after birth, as well as preliminary data for the research of the yak reproduction mechanism essential to yak breeding.

## 2. Materials and Methods

### 2.1. Ethics Statement

All animal procedures were performed according to the China Council on Animal Care guidelines and the Ministry of Agriculture of the People’s Republic of China. The yak handling procedures were approved by the Animal Care and Use Committee of the Lanzhou Institute of Husbandry and Pharmaceutical Sciences Chinese Academy of Agricultural Sciences (Permit No: SYXK-2014-0002).

### 2.2. Sample Collection

Six healthy male yaks from Xiahe County, Gannan Tibetan Autonomous Prefecture (34°51′ N, 102°26′ E), were selected. According to the degree of sexual maturity, three 6-month-old yaks (Y6M) before sexual maturity were selected for the first group, and three 30-month-old yaks (Y30M) were selected for the second group; the samples were collected from yaks during the estrus period in August. After local disinfection of the testes, they were castrated by veterinarians to obtain testicular tissue. The collected testicular tissue was washed clean with normal saline, and a scalpel was used to draw along the longitudinal axis of the testis. The testicular parenchyma vertical with the longitudinal axis was collected, and the cut tissue was trimmed into a tissue block with a volume of about 1 cm^3^, which was fixed in 10% neutral formaldehyde for producing tissue sections, and the consistency of the collection site was maintained. The remaining tissue was cut into three parts and put into a clean cryopreservation tube for liquid nitrogen cryopreservation.

### 2.3. Library Sequencing and Bioinformatics Analysis

The steps of RNA extraction and quality control, library construction, sequencing, and bioinformatics analysis refer to the methods reported by Guo et al. [29]. The levels of m^6^A and m^6^A-related enzymes in the total RNA of testicular tissue were determined (Supplementary Table S1). Qualified RNA was selected for reverse transcription into cDNA, and oligo-dT magnetic beads were used for two rounds of purification, and mRNA was specifically captured with polyadenylate for library construction and sequencing. Filter out low-quality and N-base or low-quality readings and obtain high-quality clean readings. The clean readings were compared with the yak reference genome (LU_Bosgru_v3.0), and only aligned readings were retained for subsequent analysis. MeTDiff [30] software was used to perform peak detection with input samples as control. The detected peak was annotated with ChIPseeker [31] software. Differential peak detection analysis was performed using MeTDiff software (*p* ≤ 0.05; |FC| ≥ 1.5). In the transcriptome sequencing analysis, the fragments per kilobase of transcript per million mapped reads (FPKM) value of the gene was used to represent the expression level of the gene. The screening condition for differentially expressed genes between samples was (*p* ≤ 0.05; |FC| ≥ 1.5). The condition for screening significantly enriched items in Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was *p* < 0.05. Detailed experimental steps and data analysis process are shown in Supplementary File S1.

### 2.4. Verification of Differential Gene Expression

According to the gene expression results, *BRCA1*, *CCNE2*, *SOX5*, *PDE4A*, *INHBA*, *ERBB4*, *IGFBP4*, and *SMAD4* were selected to verify the sequencing results by qRT-PCR. Data were expressed as mean ± standard error (*n* = 3). The glyceraldehyde-3-phosphate dehydrogenase gene was used as an internal reference gene, and the 2^−ΔΔCT^ calculation method was used to standardize mRNA expression [32]. All statistical analyses were performed using SAS 9.4 (2013) statistical software, and *p* ≤ 0.05 was considered statistically significant. The primer synthesis of the target gene was performed using the NCBI website (Supplementary Table S2).

## 3. Results

### 3.1. Morphological Changes in Yak Testis before and after Sexual Maturity

Morphological observations of the tissue sections of yak testis at the juvenile stage (6-month-old, Y6M) and sexual maturity stage (30-month-old, Y30M) are shown in Figure 1a. The testicular volume of juvenile yaks was small, the testicular seminiferous tubules were sparsely arranged, only spermatogonia and Sertoli cells were visible in the seminiferous tubules, and single or a group of Leydig cells were visible in the stroma. The seminiferous tubules had a fine diameter, with an average diameter of 76.8 μm, and no lumen was observed. The tubular interface membrane was clear, and only 1–2 layers of spermatogonia were regularly arranged in the basement membrane of the spermatogenic epithelium. The testicular volume of sexually mature yaks significantly increased, the seminiferous tubules were densely arranged, and the interstitial cells were densely distributed in groups, and the number significantly increased. The diameter of seminiferous tubules significantly increased, with an average diameter of 193.1 μm. The number of spermatogenic cell layers increased, and the cells were orderly arranged in 4–6 layers from the basement membrane to the lumen surface. After sexual maturity, the number of spermatogonia and spermatocytes in the testicles of yaks increases, and more round sperm cells and spermatids are observed near the lumen.

### 3.2. Yak Testis m^6^A Level before and after Sexual Maturity

To clarify whether m^6^A plays a regulatory role in yak testis development, the m^6^A levels of testicular tissue before and after sexual maturity were first compared. The m^6^A level of yak testicular tissue after sexual maturity was significantly (*p* < 0.05) higher than that at the juvenile stage (Figure 1b). The expression levels of 12 m^6^A-related enzymes were detected by quantitative real-time PCR (qRT-PCR). The expression of *FTO* and *ALKBH5* was significantly (*p* < 0.01) higher in sexually mature yak testis than in juvenile yak testis (Figure 1d), and the expression of all recognition proteins detected was also significantly (*p* < 0.01) increased (Figure 1e). However, the expression of *METTL3*, *WTAP*, and *VIRMA* showed no significant (*p* > 0.05) difference in yak testis before and after sexual maturity (Figure 1c). Thus, the demethylation process of m^6^A modification plays an important regulatory role in yak testis development.

### 3.3. Raw Data Quality Control and Characteristics of m^6^A in Yak Testis

To further understand m^6^A methylation during testis development, MeRIP-seq was performed on juvenile and sexually mature yak testicular tissue samples, with three replicates in each group. 

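Testis RNA of 3 juvenile yaks (Y6M, 6 months old) and 3 sexually mature yaks (Y30M, 30 months old) was fragmented, and part of it was immunoprecipitated (IP) with an antibody against m6A. Each yak gave 2 libraries, the IP library and an input library of the same fragmented RNA without the antibody, so 12 libraries were sequenced. The values used are of 3 kinds, all made by the authors from reads aligned to LU_Bosgru_v3.0. The first is the expression of each gene in each input library, as fragments scaled by the length of the transcript and by the mapped reads of the library (FPKM). The second is the authors' deposited table of the MeTDiff comparison, which lists 16318 peaks on 8809 genes. MeTDiff compares IP reads with input reads over the replicates of a group, and for each peak the table gives a fold enrichment over input with its own FDR for both groups together, and a log2 fold change of Y30M against Y6M with a p-value and an FDR. The sign of that log2 fold change was taken from the column that equals the values in Table 1, so that a positive value stands for more methylation in Y30M. The third is a list of the adenosines inside the peaks of each group, each with a score between 0 and 1 that predicts whether it is methylated. The paper's text does not name the tool behind the score. The list covered all chromosomes for Y6M and chromosomes 1 and 2 for Y30M, and the Y30M list of the other chromosomes was not used here. Peaks were called over the replicates of a group or of the comparison, so a peak value carries no replicate SD, and the number of reads behind it is unknown. Several peaks of a gene often have the same enrichment FDR, so this FDR may not be specific to a peak. A differentially methylated peak (DMP) was taken at the authors' unadjusted p-value of at most 0.05 and a fold change of at least 1.5, the thresholds of the paper's methods.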

A total of 91.61 Gb of clean data were obtained from MeRIP-seq and input sequencing of six testicular samples, and the average effective data volume of each sample was 7.63 Gb (Supplementary Table S3). 

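Clean data ranged from 6.12 to 9.00 Gb per library in the paper's Supplementary Table S3, which is 47.5 to 66.6 M clean reads. The input libraries of Y6M replicates 1, 2 and 3 had 52.7, 59.3 and 47.5 M clean reads, and those of Y30M had 57.2, 60.1 and 62.1 M. The IP libraries had 63.5, 55.6 and 49.9 M clean reads in Y6M and 65.8, 62.5 and 66.6 M in Y30M. In the same table, the GC content of the clean reads lay between 52.15 and 52.35% in the 4 libraries of replicate 3 and between 56.37 and 57.67% in the other 8 libraries. The depth of the input libraries was also read from the deposited FPKM values, because the low values of a gene are multiples of what 1 fragment is worth in that library. With the depth of Y30M replicate 1 set to 1, the relative depths were 0.911, 1.03 and 0.752 in Y6M replicates 1, 2 and 3, and 1.07 and 1.05 in Y30M replicates 2 and 3. Y6M replicate 3 was therefore the shallowest input library by both measures.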

By using HISAT2 [33], the clean reads were aligned with the yak reference genome (LU_Bosgru_v3.0), resulting in uniquely mapped reads that were 88.22–93.39% of total clean reads (Figure 2a). 

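The paper's Supplementary Table S3 gives the total mapped reads of each library as 88.22 to 93.39% of clean reads and the uniquely mapped reads as 76.7 to 82.04%. Each row of that table was compared with the clean reads of the same yak. The total number of reads given with the alignment equalled the clean reads of the yak's other library in 12 of 12 rows, and the clean reads of its own library in 0 of 12. By the rows of the table, the uniquely mapped share was 76.7, 78.1 and 77.7% for the input libraries of Y6M and 80.9, 80.2 and 81.5% for those of Y30M. For the IP libraries it was 80.4, 80.4 and 81.2% in Y6M and 81.8, 82.0 and 81.7% in Y30M.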

Reads with multiple alignments were excluded, and only the aligned reads were retained for subsequent analysis. The MeTDiff [30] software was used to perform peak calling analysis. A total of 31,100 m^6^A peaks were detected in this sequencing, and 15,393 peaks were identified in juvenile yak testicular tissue. 

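The list of scored adenosines for Y6M held 15116 peaks on 34 chromosomes or scaffolds. On chromosomes 1 and 2, where the lists of both groups could be compared, Y6M had 1289 peaks and Y30M had 1284. Of the Y6M peaks, 926 (71.8%) overlapped a Y30M peak by at least 1 bp, and 909 (70.8%) of the Y30M peaks overlapped a Y6M peak. When an overlap of at least 50% of both peaks was required, 637 peaks were shared, which is 49.4% of the Y6M list and 49.6% of the Y30M list. Identical start and end positions were found for 130 peaks. Each list was called once for its group, so the shares have no replicate error.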

The average length of peaks was 6444.22 bp (Figure 2b), accounting for 3.50% of the yak genome (Supplementary Table S4). 

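The 15116 Y6M peaks averaged 6559 bp from start to end (SD over peaks 20251 bp), with a median of 976 bp and a range from 137 to 786451 bp. Together they covered 98.7 Mb without double counting. The length of the genome was not used here, so the covered length is given in place of a share. The span of a peak runs over the introns between its exon blocks. In the authors' deposited table of compared peaks, the mean span was 5932 bp, whereas the exon blocks of a peak added up to a mean of 402 bp and a median of 296 bp. Of the peaks in the authors' deposited table, 8543 (52.4%) consisted of more than 1 exon block, and the peaks with a single block spanned 360 bp on average. Within the Y6M peaks 2035099 adenosines were scored, and 438289 of them (21.5%) were predicted as m6A sites, which are those with a score of at least 0.528.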

A total of 15,707 peaks were identified in sexually mature yak testicular tissue, with an average length of 5766.50 bp, accounting for 3.20% of the yak genome (Supplementary Table S5).

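The 1284 Y30M peaks on chromosomes 1 and 2 averaged 6889 bp (SD over peaks 20758 bp), with a median of 1052 bp, and covered 8.84 Mb. On the same chromosomes the Y6M peaks averaged 7277 bp (SD over peaks 17923 bp), with a median of 1237 bp. Peaks shorter than 500 bp made up 37.2% of the Y30M list and 34.4% of the Y6M list there. The difference between the mean lengths could not be tested between yaks because each group has 1 list. In the Y30M peaks 187736 adenosines were scored and 37026 (19.7%) were predicted as sites.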

Using ChIPseeker [31] software to annotate the peaks detected in the samples, we found that more than half of the peaks were located in the exon regions, and the peaks located in 5′and 3′UTRs accounted for 9.18% and 22.25%, respectively (Figure 2c). 

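In the Y6M list, chromosome 8 held the most peaks (900), followed by chromosomes 20 (873), 3 (834), 19 (806) and 5 (759). Per Mb, with the length of a chromosome taken up to its last peak, chromosomes 19 and 20 each had 12.2 peaks, chromosome 26 had 11.2, chromosome 24 had 7.69 and chromosome 8 had 7.49. The median over the 31 chromosomes with at least 20 peaks was 5.31 peaks per Mb, and the lowest density was 3.10 on chromosome 23. The X chromosome had 474 peaks, or 3.49 per Mb. The authors' deposited table of compared peaks, which takes both groups together, listed 981 peaks on chromosome 8, 961 on chromosome 20, 873 on chromosome 19 and 841 on chromosome 3. In the authors' deposited table the densest chromosomes were 20 (13.5 peaks per Mb), 19 (13.3) and 26 (11.6).

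**Figure D1:**
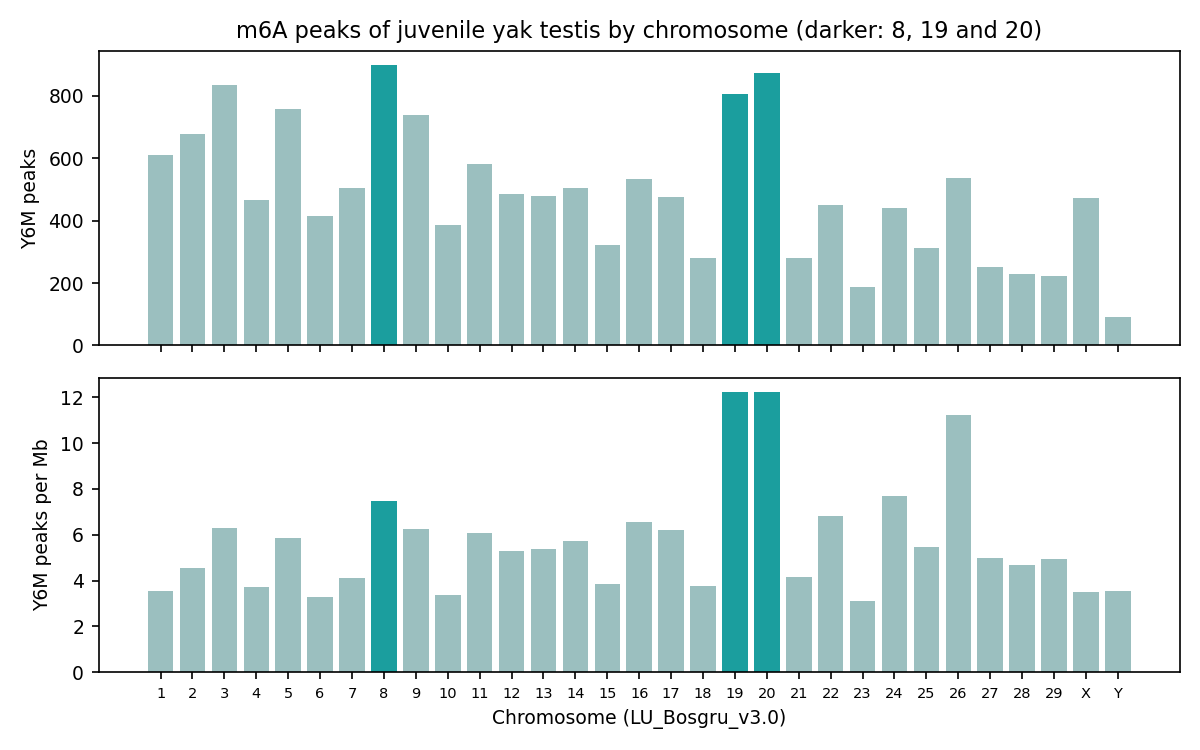
Number of m6A peaks of juvenile yak testis (Y6M) on each chromosome of LU_Bosgru_v3.0 (top) and peaks per Mb up to the last peak of the chromosome (bottom), with chromosomes 8, 19 and 20 in the darker colour. Chromosome 8 has the highest bar at the top with 900 peaks, and chromosomes 19 and 20 have the highest bars at the bottom with 12.2 peaks per Mb.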

The m^6^A distribution pattern displayed that the distribution of m^6^A peaks on yak chromosomes was different, but the overall distribution density trend was similar, and m^6^A peaks were mostly concentrated on chromosomes 8, 19, and 20 (Figure 2d). Statistical analysis of the enrichment position of the m^6^A peak showed that its abundance was the highest near 3′UTR, followed by 5′UTR and the coding DNA sequence region (Figure 2e). 

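*RBM11* (ENSBGRG00000000023) lies on chromosome 1 from 14212338 to 14234545. Its peak was called from 14233260 to 14233507 in Y6M (248 bp) and from 14233210 to 14233507 in Y30M (298 bp), and the authors' annotation places it in the 3′UTR. Of the scored adenosines in this peak, 4 of 8 were predicted as m6A sites in Y6M and 5 of 10 in Y30M. *EURL* (ENSBGRG00000000042) lies on chromosome 1 from 18279578 to 18312043, and its peak ran from 18279628 to 18311446 in Y6M and to 18309275 in Y30M. The authors' annotation gives the 5′UTR for this peak, which spans 31819 bp in Y6M with its introns, and 130 of 685 scored adenosines were predicted as sites there. In the authors' deposited table the log2 fold change in methylation was -0.06 for *RBM11* (p = 8.71e-04) and -0.08 for *EURL* (p = 0.854), so that neither peak reached a fold change of 1.5. Expression of *EURL* was 19.0 ± 8.29 FPKM (SD, n = 3) in Y6M and 89.1 ± 30.9 FPKM (SD, n = 3) in Y30M, a log2 fold change of 2.18 on log2(FPKM + 1) (standard error 0.37, limma, Benjamini-Hochberg adjusted p = 0.00276). Expression of *RBM11* was 1.88 ± 0.503 FPKM in Y6M and 4.86 ± 3.40 FPKM in Y30M (SD, n = 3 each), a log2 fold change of 0.89 (standard error 0.43) that did not pass the thresholds for a differentially expressed gene (DEG), an unadjusted p-value of at most 0.05 and a fold change of at least 1.5. It passed with the replicate number as a block (standard error 0.36), with FPKM rescaled to the same sum in each library (TPM), among genes with a mean FPKM of at least 1, and without Y30M replicate 2 (log2 fold change 1.20), while without Y30M replicate 3 the log2 fold change was 0.45.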

Two mRNAs, RBM11 and EURL, with a methylated peak at 3′UTR and 5′UTR, respectively, were randomly selected for visual observation (Figure 2f).

The m^6^A modified sequence has certain motif characteristics, which may be related to major regulatory regions and biological functions. MEME-ChIP [34] was used to analyze and identify the motif sequence in the peak sequence. In yak testicular tissue, m^6^A mainly occurred in the core motif sequence “AAACH” (Figure 2g), which shows the conservative pattern of the “RRACH” motif, indicating that the peak identified was highly reliable.

### 3.4. Analysis of Differentially Methylated Peaks (DMPs) of Yak Testis before and after Sexual Maturity

To explore the potential role of the m^6^A modification in yak testis, differentially methylated peaks (DMPs) were identified in Y6M and Y30M samples (Supplementary Table S6). A total of 2426 significant DMPs were identified, including 1702 hypermethylated peaks and 724 hypomethylated peaks (Figure 3a). 

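From the authors' deposited table, 2378 of 16318 compared peaks passed the thresholds for a DMP, of which 1670 (70.2%) were hypermethylated and 708 hypomethylated in Y30M. The DMPs of the authors' deposited table lay on 1987 genes, 1400 with a hypermethylated and 651 with a hypomethylated DMP, 64 of them with both, and 53 DMPs had no gene. A fold change of at least 2 in place of 1.5 moved the number most, to 659 DMPs (468 hypermethylated and 191 hypomethylated) of the authors' deposited table. With the authors' FDR of at most 0.05 for the difference, 1999 DMPs of the authors' deposited table were left. When only peaks of the authors' deposited table with their own enrichment over input at an FDR of at most 0.05 were kept, 1447 DMPs were left, 1044 hypermethylated and 403 hypomethylated. The log2 fold changes of all peaks in the authors' deposited table were shifted upwards, with a median of 0.09 and 58.5% of them above 0. Centred on that median, an alternative chosen after seeing the data that leaves the authors' p-values as they are, the authors' deposited table gave 1244 hypermethylated and 957 hypomethylated peaks. The DMPs on chromosomes 1 and 2 were overlapped with the peak lists of both groups, by at least 1 bp. Of 155 hypermethylated DMPs there, 49 overlapped a peak of the Y30M list only, 8 one of the Y6M list only and 90 peaks of both lists. Of 54 hypomethylated DMPs there, 6 overlapped the Y30M list only, 26 the Y6M list only and 15 both lists.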

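The median log2 fold change was 0.80 over the hypermethylated DMPs and -0.80 over the hypomethylated DMPs of the authors' deposited table. Among DMPs at an FDR of at most 0.05 on a gene with a name, the largest rises in the authors' deposited table were 5.12 in *WWP1* (chromosome 18, 69144501 to 69145199), 4.32 in *CIB2* (chromosome 17, 32307270 to 32307469) and 3.69 in *AP1G1* (chromosome 20, 6675860 to 6677577). The largest falls in the authors' deposited table were -4.79 in *IQGAP1* (chromosome 17, 22894258 to 22897331), -3.96 in *DDX19A* (chromosome 20, 48879027 to 48880373) and -3.27 in *PKDREJ* (chromosome 5, 125558569 to 125559223). The peak in *WWP1* had an FDR of 2.82e-08 for its own enrichment over input in the authors' deposited table, and the other peaks named had an FDR of 1. Among all DMPs of the authors' deposited table, 931 (39.2%) had an FDR above 0.05 for their own enrichment, against 29.6% of the other peaks. Expression of *WWP1* (ENSBGRG00000013430) rose from 12.4 ± 6.06 FPKM in Y6M to 34.0 ± 13.5 FPKM in Y30M (SD, n = 3 each), a log2 fold change of 1.42 (standard error 0.40, limma, Benjamini-Hochberg adjusted p = 0.0254). *AP1G1* (ENSBGRG00000019571), at 18.2 ± 5.45 and 22.2 ± 5.88 FPKM, and *IQGAP1* (ENSBGRG00000009693), at 20.5 ± 8.57 and 15.8 ± 2.05 FPKM, were not DEGs, with log2 fold changes of 0.27 and -0.30. Without 1 library each, that of *AP1G1* lay between 0.15 (without Y30M replicate 3) and 0.50 (without Y30M replicate 2), and that of *IQGAP1* between -0.50 (without Y6M replicate 1) and 0.0084 (without Y6M replicate 3). *DDX19A* (ENSBGRG00000018020) was at 13.2 ± 2.29 FPKM in Y6M and 11.7 ± 2.66 FPKM in Y30M and was not a DEG either (log2 fold change -0.17, between -0.33 without Y30M replicate 3 and -0.037 without Y30M replicate 2, and 0.0014 with TPM).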

The overall distribution of DMPs is shown in Figure 3b. Functional enrichment analysis was performed on hypermethylated and hypomethylated differentially methylated RNAs (DMRs) [35,36]. GO analysis showed that DMRs were mainly annotated in the nucleus, nucleoplasm, and histone methyltransferase complex in the cellular component category (Figure 3c). DMRs were significantly enriched in DNA binding, DNA-binding transcription factor activity, RNA polymerase II-specific, and microtubule binding in the molecular function category. In the biological process category, DMRs were significantly enriched in the regulation of gene expression and negative regulation of the canonical Wnt signaling pathway. KEGG analysis showed that DMRs were enriched in 53 pathways, which were significantly correlated with Wnt signaling, the adherens junction, MAPK signaling, insulin resistance, PI3K–Akt signaling, and mTOR signaling pathways (Figure 3d). Enrichment analysis revealed that DMRs were involved in major male reproductive processes, including the development of testicular seminiferous tubules, spermatogonial differentiation, and meiosis. In addition, *CIB2*, *AK1*, *FOXJ2*, *PKDREJ*, *SLC9A3*, and *TOPAZ1* genes in the hypermethylated DMRs were specifically expressed in spermatocytes and round sperm cells, regulating spermatogenesis [37,38,39,40,41,42,43,44,45]. 

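Peaks of 6 of these genes were taken from the authors' deposited table, and their expression from the FPKM of the input libraries. *CIB2* had hypermethylated peaks with log2 fold changes of 4.32 and 0.72 in the authors' deposited table, *FOXJ2* had 1 of 2.81 (chromosome 5, 370772 to 371756), and *AK1* had 1 of 3.40 (chromosome 9, 7218942 to 7219092). *AK1* also had hypomethylated peaks of -0.77 and -0.61 in the authors' deposited table, both with their own enrichment at an FDR of 3.39e-09, whereas its hypermethylated peak had an FDR of 1. For *SLC9A3* the authors' deposited table listed a hypermethylated peak of 2.50 and a hypomethylated peak of -0.96, and for *TOPAZ1* a hypermethylated peak of 2.15 (chromosome 22, 49898726 to 49898874) and a hypomethylated one of -1.74. *PKDREJ* had 3 hypermethylated peaks of 2.69, 2.62 and 1.01 in the authors' deposited table beside its hypomethylated one. None of these peaks of *SLC9A3*, *TOPAZ1* and *PKDREJ*, nor the *CIB2* peak of 4.32, had its own enrichment at an FDR of at most 0.05. Mean expression of *SLC9A3*, *TOPAZ1* and *PKDREJ* in Y6M was at most 0.257 FPKM, so their methylation changes may rest on few Y6M reads. Expression rose with age in 4 of the 6 genes. *AK1* rose from 6.07 ± 1.45 to 77.9 ± 54.2 FPKM (SD, n = 3 each; log2 fold change 3.30, standard error 0.45, limma, adjusted p = 0.00102), and *PKDREJ* from 0.257 ± 0.0829 to 13.8 ± 2.10 FPKM (log2 fold change 3.55, standard error 0.27). *SLC9A3* rose from 0.0698 ± 0.0527 to 3.97 ± 1.59 FPKM and *TOPAZ1* from 0.155 ± 0.0771 to 2.38 ± 1.65 FPKM, with log2 fold changes of 2.16 and 1.44. *FOXJ2* fell from 18.2 ± 1.14 to 8.02 ± 3.87 FPKM (log2 fold change -1.17, standard error 0.33, limma, adjusted p = 0.0235). *CIB2* fell from 6.71 ± 1.25 to 3.35 ± 1.56 FPKM, with a log2 fold change of -0.88 (standard error 0.36). Its unadjusted limma p-value of 0.0453 passed 0.05 narrowly. The p-value was above 0.05 without Y6M replicate 1, 2 or 3, without Y30M replicate 2 or 3, and with TPM. The log2 fold change lay between -1.01 and -0.59 in these fits (-0.78 with TPM) and stayed past a fold change of 1.5.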

In hypomethylated DMRs, it was found that BCL6 is associated with cell apoptosis [46,47], EPHA2 regulates self-renewal of SSCs [48,49], TAF12 regulates the transcription program of specific genes in the testes [50,51].

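The peak of *BCL6* (chromosome 1, 86544235 to 86544629) had a log2 fold change of -0.99 in the authors' deposited table, with an FDR of 6.31e-05 for the difference and 1.38e-09 for its own enrichment. *TAF12* had a hypomethylated peak of -0.59 (chromosome 2, 12962180 to 12972351, in 4 exon blocks) and a hypermethylated peak of 1.93 (chromosome 2, 12957446 to 12961444) in the authors' deposited table. The lowest of the peaks of *EPHA2* in the authors' deposited table (chromosome 2, 198622 to 198911) had a log2 fold change of -0.584 with p = 0.00661, which lies just under a fold change of 1.5, and its own enrichment had an FDR of 1. Expression of *EPHA2* fell from 20.2 ± 3.57 to 1.39 ± 0.373 FPKM (SD, n = 3 each; log2 fold change -3.15, standard error 0.28, limma, adjusted p = 1.56e-04). *BCL6* rose from 5.36 ± 1.74 to 17.6 ± 5.32 FPKM (log2 fold change 1.55, standard error 0.33) and *TAF12* from 4.41 ± 0.605 to 16.2 ± 3.25 FPKM (log2 fold change 1.66, standard error 0.26), with no overlap between the replicates of the groups in any of these genes. From the enrichment analysis, the paper concludes that RNAs with differential methylation take part in male reproductive processes such as spermatogonial differentiation and meiosis.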

### 3.5. Analysis of Differentially Expressed Genes (DEGs) in Yak Testis before and after Sexual Maturity

The box diagram of the FPKM value of each sample gene is shown below (Figure 4a). 

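Expression was taken from the 6 input libraries as the FPKM that the authors deposited for 20953 genes. The tool that gave the FPKM is not named in the paper's text. No further scaling between libraries is stated, and the FPKM of all genes summed to 683862 to 702778 in Y6M (median 685608) and to 587932 to 624025 in Y30M (median 610933). The number of genes above 0 was 16995, 17295 and 16947 in Y6M replicates 1, 2 and 3, and 17816, 17677 and 18052 in Y30M. FPKM is not a count, so each gene was tested on log2(FPKM + 1) with limma (a linear model with moderated variances) in the 19477 genes above 0 in at least 1 library. A fold change on this scale understates the change of weakly expressed genes. The thresholds for a DEG are those of the paper's methods, and Benjamini-Hochberg adjusted p-values are given beside. With 3 yaks in each group, the smallest p-value of an exact two-sided permutation test of a single value is 0.1.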

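Pearson's correlation of log2(FPKM + 1) between libraries, computed across genes, was 0.970 to 0.993 within Y6M and 0.959 to 0.972 within Y30M, against 0.675 to 0.788 between the groups. Genes are not independent replicates, so these values describe the libraries only. The first principal component held 87.3% of the variance and separated Y6M from Y30M, and the second held 7.38%. On the second component both libraries of replicate 3 lay on one side, at -43.0 (Y6M) and -52.5 (Y30M), and the other 4 libraries lay between 13.0 and 36.2. The median FPKM was 2.70 ± 0.311 (SD, n = 3) in Y6M and 3.82 ± 0.691 (SD, n = 3) in Y30M. An exact two-sided permutation test, which ignores the replicate numbers, did not resolve this difference (p = 0.2). By replicate number, the median was 2.42, 2.64 and 3.03 FPKM in Y6M and 4.18, 3.03 and 4.26 FPKM in Y30M. It was thus higher in Y30M for each number. The third quartile was 14.2 ± 0.982 FPKM in Y6M and 19.2 ± 2.21 FPKM in Y30M.

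**Figure D2:**
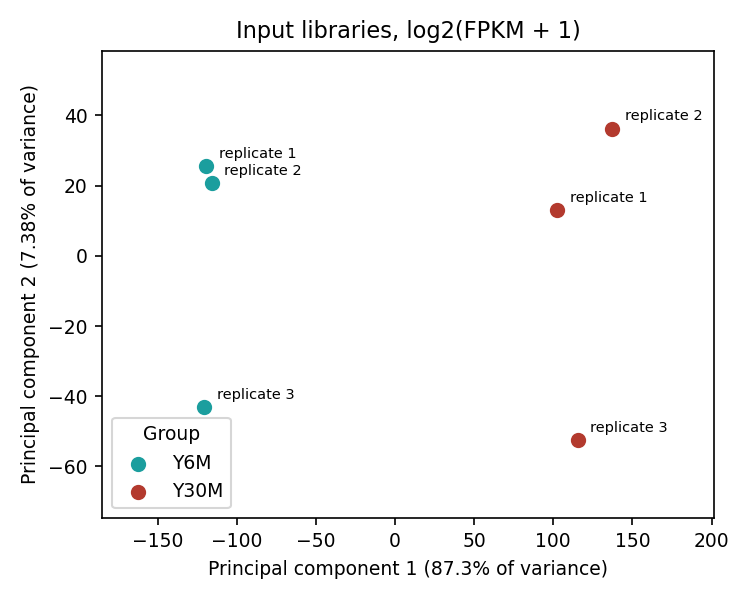
The 6 input libraries on the first 2 principal components of log2(FPKM + 1), with 1 point per library and the colour giving the group. Y6M and Y30M part along the first component (87.3% of the variance), and the replicate 3 libraries lie lowest on the second (7.38%).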

The overall gene expression level between the same group of samples was similar. 

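The highest FPKM of a library was 23987, 22652 and 30405 in Y6M replicates 1, 2 and 3, and 7708, 11308 and 9751 in Y30M. The group means were 25681 ± 4145 (SD, n = 3) in Y6M and 9589 ± 1806 (SD, n = 3) in Y30M, a ratio of 2.68. No Y30M library reached the lowest Y6M library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). In all Y6M libraries the maximum belonged to ENSBGRG00000001190, which fell to 5038 ± 807 FPKM in Y30M (log2 fold change -2.35, standard error 0.50). The gene with the highest mean in Y30M was ENSBGRG00000012258, at 7115 ± 1142 FPKM against 1983 ± 210 FPKM in Y6M. No table used here pairs these IDs with a gene name. The 10 most abundant genes took 18.0 ± 0.277% of all FPKM in Y6M and 7.65 ± 0.657% in Y30M (exact two-sided permutation test, p = 0.1).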

The highest expression level of genes was slightly higher in the testis of juvenile yaks than that of sexually mature yaks. 

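Detected genes were counted in FPKM ranges of 0.1, 0.3, 1, 3, 10, 30, 100 and 300, which are about evenly spaced on the log scale. The range from 10 to 30 FPKM held the most genes in 3 libraries, with 3914 genes (23.1% of detected genes) in Y6M replicate 3, 3858 (21.7%) in Y30M replicate 1 and 3824 (21.2%) in Y30M replicate 3. In the other 3 libraries the range from 3 to 10 FPKM held the most, with 3674 genes (21.6%) in Y6M replicate 1, 3750 (21.7%) in Y6M replicate 2 and 3648 (20.6%) in Y30M replicate 2. In these libraries the range from 10 to 30 FPKM came next, with 3507, 3611 and 3296 genes.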

The density distribution of FPKM values of each sample gene showed that the number of genes with the FPKM value of 10–30 was the largest, and most genes had a moderately high expression level (Figure 4b). 

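Of 19477 genes tested, 10048 had an unadjusted p-value of at most 0.05 and 8679 a limma Benjamini-Hochberg adjusted p-value of at most 0.05. With the fold change threshold, 9080 DEGs (46.6%) were called, 5378 (59.2%) up-regulated and 3702 down-regulated in Y30M, and 8129 of them had an adjusted p-value of at most 0.05. The replicates of the groups did not overlap in 10534 genes (54.1%), where chance gives 10%. The median log2 fold change was 1.74 over the up-regulated and -1.41 over the down-regulated DEGs. A change of at least 4-fold was reached by 2278 genes upwards and 916 downwards. The number moved most with a fold change of at least 2, to 7111 DEGs. With TPM, 65.0% of the DEGs were up-regulated, and with a median-of-ratios factor per library 54.4% were. The number of DEGs lay between 8031 and 8877 in the 6 fits that each left out 1 library.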

A total of 10,298 DEGs were identified in the experimental group (*p* < 0.05; |FC| > 1.5) (Supplementary Table S7), of which 5661 genes were significantly up-regulated, and 4637 genes were significantly down-regulated (Figure 4c,d). The hierarchical clustering expression mode of DEGs is shown in Figure 4e. 

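The 6 input libraries were clustered over the 9080 DEGs. These genes were selected for differing between the ages, so the split by age that the clustering gave follows from the selection, and so does the distance between the groups. Distances were taken on log2(FPKM + 1) after each gene was standardised across the libraries. The smallest distance between a Y6M and a Y30M library was 152, and the largest within a group was 70.1. The nearest pair was Y6M replicates 1 and 2 (32.3), followed by the pairs of Y6M replicate 3 with replicate 2 (55.1) and replicate 1 (57.6). Among DEGs with a gene name and no overlap between the groups, *GSG1* rose most on log2(FPKM + 1), from 0.861 ± 0.253 to 768 ± 392 FPKM (SD, n = 3 each; log2 fold change 8.58, standard error 0.37, limma, adjusted p = 1.50e-05). The next rises on this scale were in *C12ORF54*, *KIF17*, *OXCT2* and *PDHA2*, with log2 fold changes of 8.07, 7.88, 7.22 and 6.73. *C12ORF54* and *PDHA2* are listed at 0 in Y6M replicate 3. By the log2 ratio of mean FPKM, 3 of these 4 rose more than *GSG1* (9.80), namely *C12ORF54* (11.80), *PDHA2* (10.09) and *OXCT2* (9.90). The largest fall on log2(FPKM + 1) was in *SOD3*, from 1324 ± 622 to 14.4 ± 3.96 FPKM (log2 fold change -6.32, standard error 0.43, limma, adjusted p = 5.28e-05). *PCOLCE2*, *ADGRG1*, *INHBA* and *POGLUT3* followed, with log2 fold changes of -4.52, -3.99, -3.98 and -3.97. A name was paired with 2147 gene IDs only, so larger changes among unnamed genes are not covered. From its results, the paper speculates that DEGs may take part in mitosis, meiosis, cell differentiation, sperm motility and metabolism as the testis matures.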

GO analysis in the molecular function category showed that DEGs were significantly enriched in ATP binding, structural constituents of ribosomes, and calcium ion binding (Figure 4f). In the cellular component category, DEGs were mainly concentrated in acrosomal vesicles, the cytoskeleton, and motile cilium. In the biological process category, DEGs were significantly related to spermatogenesis, cell differentiation, and cilium assembly. KEGG enrichment analysis of DEGs showed that 90 pathways were significantly enriched, including ribosomes, the extracellular matrix (ECM)–receptor interaction, cortisol synthesis and secretion, aldosterone synthesis and secretion, the cAMP signaling pathway, and other pathways (Figure 4g). Enrichment analysis showed that differential genes were involved in spermatogenesis, germ cell proliferation, differentiation, and metabolic activities.

### 3.6. Combined Analysis of m^6^A-Seq and RNA-Seq Data

To explore the potential relationship between m^6^A modification and gene expression, a combined analysis of m^6^A-seq and RNA-seq data was performed (Supplementary Table S8). 

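DMPs and DEGs were joined through the gene ID that the authors' deposited table gives for each peak. Of the DMPs in the authors' deposited table, 2325 had a gene ID and 2247 lay on a gene tested for expression. Of the DMPs of the authors' deposited table on tested genes, 56.8% lay on a DEG, against 51.4% of the peaks that are not DMPs. All genes with DMPs of a single direction were compared next, DEGs or not. The median log2 fold change in expression was 0.12 over 1298 genes with hypermethylated DMPs only and -0.40 over 573 genes with hypomethylated DMPs only. The difference of 0.52 had a p of 1e-05 in a two-sided permutation test over genes, the smallest that 100000 resamples can give. Genes are not independent replicates. The difference moved most with DMPs of at least 2-fold, to 1.04. Among peaks with their own enrichment over input at an FDR of at most 0.05, it was 0.138 (permutation p = 0.0515).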

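In all, 1277 DMPs lay on 1084 DEGs, while 970 DMPs lay on genes that are not DEGs. The number of these peaks was 367 with DMPs of at least 2-fold and 607 among peaks with their own enrichment at an FDR of at most 0.05. It lay between 1076 and 1240 in the fits that each left out 1 library. With 1 DMP per gene, 1084 peaks were left.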

A total of 1476 co-DEGs were identified (*p* < 0.05; |FC| > 1.5). 

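On DEGs, 862 peaks were hypermethylated. Of these, 534 (61.9%) lay on up-regulated and 328 on down-regulated genes. Among peaks with their own enrichment over input at an FDR of at most 0.05, the numbers were 184 and 227, so that down-regulated genes were then the more frequent.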

Among the 1013 m^6^A hypermethylated peaks, 581 mRNAs were up-regulated, and 432 genes were down-regulated. 

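On DEGs, 415 peaks were hypomethylated, 172 (41.4%) on up-regulated and 243 on down-regulated genes. Taken with the hypermethylated peaks, the odds of up-regulation were 2.30 times as high for hypermethylated as for hypomethylated peaks (95% interval 1.80 to 2.94, two-sided Fisher's exact test, p = 6.09e-12). Peaks of 1 gene are not independent of each other. With 1 DMP per gene the odds ratio was 2.37. Among the alternatives set beforehand, DMPs of at least 2-fold moved it most upwards, to 6.96. The odds ratio depended on the expression level, in divisions made after seeing the data. It was 26.7 at a mean FPKM under 5 and 1.77 from 5 to 20. At a mean FPKM of at least 20 it was reversed, to 0.124 (95% interval 0.0608 to 0.242). Among peaks with their own enrichment at an FDR of at most 0.05 it was 1.18 (95% interval 0.821 to 1.69, two-sided Fisher's exact test, p = 0.382), a difference between the directions that is not resolved.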

Among the 463 m^6^A hypomethylated peaks, 170 genes were up-regulated, and 293 genes were down-regulated (Figure 5a). The 30 co-expressed genes related to testis development with significant changes in the transcriptional abundance of m^6^A and mRNA in the yak testis are listed in Table 1. 

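The 30 genes were identified by the peak coordinates in Table 1, which the authors' deposited table also lists, and by the gene IDs of the supplementary tables. For *VDAC3* the ID paired with this peak in Supplementary Table S8 (ENSBGRG00000007025) was used, while the authors' deposited table pairs the peak with ENSBGRG00000015933. All 30 peaks were DMPs in the authors' deposited table, with log2 fold changes from -2.03 (*VCAM1*) to 2.62 (*PKDREJ*). In the authors' deposited table, the FDR for the difference was above 0.05 in 5 of these peaks, and the FDR for the peak's own enrichment was above 0.05 in 19, of which 15 had an FDR of 1. For expression, 29 of the genes were DEGs with an adjusted p-value of at most 0.05 from limma, in the direction given in Table 1, and their replicates did not overlap between the groups. On log2(FPKM + 1), the log2 fold changes ran from -3.98 (*INHBA*) to 4.79 (*SOX5*). On the log2 ratio of mean FPKM, they ran from -4.28 (*ERBB4*) to 6.17 (*USP44*). The remaining gene, *CENPE*, was at 0.966 ± 1.03 FPKM in Y6M and 2.78 ± 1.95 FPKM in Y30M (SD, n = 3 each; log2 fold change 0.94, standard error 0.47) and was not called. It was called without Y6M replicate 3 (log2 fold change 1.34), with the replicate number as a block (standard error 0.23), with TPM, with a pseudocount of 0.01 and among genes with a mean FPKM of at least 1. Its log2 fold change was 0.69 without Y6M replicate 1 and 0.55 without Y30M replicate 3. Single libraries also decided 4 other calls. *EPS8* (-0.90) and *SMAD4* (-0.82) were not called without Y6M replicate 3, nor were *BLM* (1.18) and *KIF18A* (1.11) without Y6M replicate 1.

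**Figure D3:**
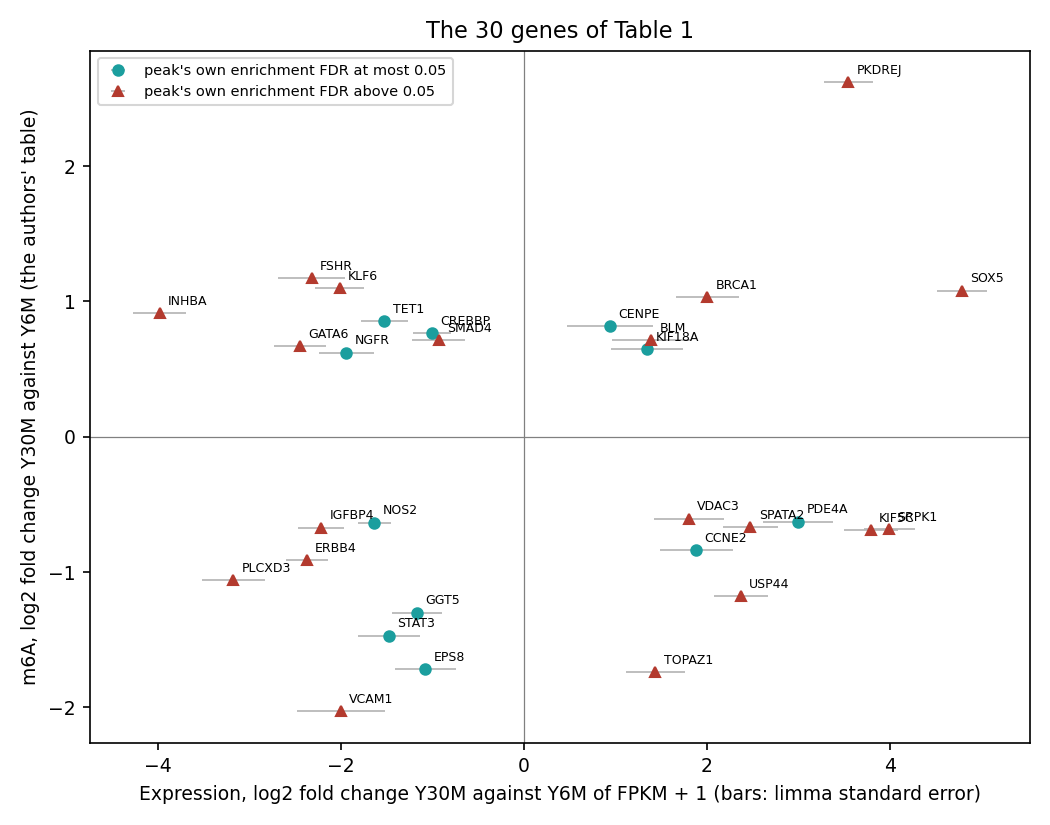
Log2 fold change in m6A of the 30 peaks of Table 1, from the authors' deposited table, against the log2 fold change in expression of their genes on log2(FPKM + 1), both Y30M against Y6M. Bars are the standard errors from limma, and triangles mark the 19 peaks whose own enrichment has an FDR above 0.05. *INHBA* lies farthest to the left (-3.98) and *SOX5* farthest to the right (4.79).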

A gene regulatory network map was constructed using the String database (Figure 5b). Breast cancer 1 (BRCA1), recombinant CREB-binding protein (CREBBP), signal transducer and activator of transcription 3 (STAT3), and recombinant mothers against decapentaplegic homolog 4 (SMAD4) were the most connected key node factors and were reported to play a regulatory role in spermatogonial differentiation, meiosis, and spermatogenesis [52,53,54,55]. 

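The peak of *BRCA1* (ENSBGRG00000005881) lies on chromosome 19 from 22819897 to 22820196 and had a log2 fold change in m6A of 1.03 in the authors' deposited table (FDR 5.62e-05). It is the only DMP among 7 peaks of *BRCA1* in the authors' deposited table. Expression rose from 2.37 ± 1.06 to 12.4 ± 2.80 FPKM (SD, n = 3 each; log2 fold change 2.01, standard error 0.34, limma, adjusted p = 0.0027). *CREBBP* (ENSBGRG00000016725) has its DMP in 2 exon blocks on chromosome 26 from 44363116 to 44364442, with 0.77 in the authors' deposited table (FDR 0.00309). It fell from 27.5 ± 2.62 to 13.2 ± 1.96 FPKM (SD, n = 3 each; log2 fold change -1.0025, standard error 0.21, limma, adjusted p = 0.00676). *STAT3* (ENSBGRG00000010257) has its peak in 3 exon blocks on chromosome 19 from 23617050 to 23617579, with -1.47 in the authors' deposited table (FDR 6.31e-07). It fell from 14.0 ± 3.20 to 4.51 ± 1.68 FPKM (SD, n = 3 each; log2 fold change -1.48, standard error 0.34, limma, adjusted p = 0.0102). The DMP of *SMAD4* (ENSBGRG00000024537) lies on chromosome 21 from 48509408 to 48509706, with 0.715 in the authors' deposited table (FDR 0.0112). Expression fell from 22.4 ± 3.04 to 11.6 ± 3.70 FPKM (SD, n = 3 each; log2 fold change -0.93, standard error 0.29, limma, adjusted p = 0.0353). Without Y6M replicate 3 the log2 fold change was -0.82, still past a fold change of 1.5. The call was lost there because the unadjusted limma p-value was 0.0524. For their own enrichment over input, the peaks of *CREBBP* (FDR 3.72e-06) and *STAT3* (FDR 6.31e-15) passed in the authors' deposited table, while those of *BRCA1* and *SMAD4* had an FDR of 1. The fold enrichment did not follow this order. It was 3.15 for *CREBBP*, 1.36 for *STAT3*, 2.88 for *BRCA1* and 3.09 for *SMAD4*. The other peaks of *BRCA1* had the same enrichment FDR as its DMP, at fold enrichments from 1.38 to 4.69. The FDR may therefore not be specific to a peak. After setting out earlier work on these genes, the paper proposes from its results that m6A acts on testis development and spermatogenesis through the translation and degradation of these 4 transcripts.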

To verify the results of RNA-seq, eight genes, *BRCA1*, *CCNE2*, *SOX5*, *PDE4A*, *INHBA*, *ERBB4*, *IGFBP4*, and *SMAD4* were randomly selected for qRT-PCR analysis. The qRT-PCR results showed that the expression levels of these eight genes had a similar trend to the expression levels of RNA-seq (Figure 5c,d).

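In the input libraries, *SOX5* rose from 0.811 ± 0.0746 FPKM (SD, n = 3) in Y6M to 50.1 ± 12.0 FPKM (SD, n = 3) in Y30M, a log2 fold change of 4.79. *PDE4A* rose from 3.90 ± 0.508 to 42.1 ± 24.3 FPKM (log2 fold change 3.00) and *CCNE2* from 1.13 ± 0.764 to 6.87 ± 2.95 FPKM (log2 fold change 1.89). *INHBA* fell from 105 ± 20.3 to 5.90 ± 2.32 FPKM, *ERBB4* from 5.75 ± 1.02 to 0.296 ± 0.0555 FPKM (log2 fold change -2.37) and *IGFBP4* from 114 ± 10.9 to 24.3 ± 7.14 FPKM (log2 fold change -2.22). Limma's adjusted p-values for these 6 genes ran from 2.87e-05 (*SOX5*) to 0.00736 (*CCNE2*), and each of the 3 Y30M values lay on the same side of all 3 Y6M values. In the same libraries *BRCA1* was higher and *SMAD4* lower in Y30M. Read by eye, the paper's Fig. 5c (qRT-PCR) and Fig. 5d (sequencing) show *SMAD4* higher in Y30M, the opposite direction. The qRT-PCR values were not analysed further here.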

## 4. Discussion

The silver fox is a seasonal estrous animal. Cheng et al. [56] reported that the testis mass, volume, and testosterone content of silver foxes increased gradually from September to January of the next year. The composition and number of spermatogenic cells in the cross-section of a single seminiferous tubule on the section gradually increased with time and showed seasonal changes [56]. The yak is also a seasonal estrous animal, usually experiencing estrus during summer. The production and reproduction of male yaks are affected by genetic, environmental, and management factors, including season, light, temperature, nutrition, and breeding techniques [57]. Due to the long-term domestication, climate, and forage resources, yaks only have sexual behavior in the estrus season, which greatly limits the reproductive activity of male yaks. The testicular volume and weight of male yaks are lower than those of ordinary cattle [58], resulting in lower sperm production. In addition, yak breeds appeared degradation phenomenon due to inbreeding, improper feeding and management, and insufficient grassland quality. The efficiency of artificial insemination of yaks in pastoral areas is extremely low, which also poses challenges to yak breeding and production [59]. The low efficiency of yak reproductive performance not only affects the improvement of yaks and the breeding of new varieties but also limits the large-scale promotion of yaks, which has a certain impact on the economy of herdsmen and affects the development of animal husbandry economy in the Qinghai–Tibet Plateau.

Studying the reproductive physiology of male yak is important to understand its reproductive potential. It is essential to improve yak fertility, enhance yak reproductive levels, and breed new varieties. The mechanism of postnatal testis development in mammals has been a research hotspot. However, studies on the developmental stages of yak testis from growth to spermatogenesis are few. Epigenetic regulation, including DNA methylation, histone modification, and non-coding RNA regulation, is closely related to spermatogenesis [60]. The regulatory relationship between RNA m^6^A modification and spermatogenesis has been found in the testes of different species [61,62,63], representing another level in the regulatory network of spermatogenesis. Therefore, we selected yak testicular tissue before and after sexual maturity for MeRIP-seq, analyzed the gene expression process regulated by m^6^A during testis development, and identified the transition-related genes during testis development.

Spermatogenesis is a process of precise regulation of male germ cells from proliferation and differentiation to sperm production, including the proliferation of spermatogonia, the growth and maturation of spermatocytes, the processing of sperm cells, and the formation of sperm [64]. Sexual maturity generally occurs in male yaks at 2–3 years of age [65]. On tissue structure observation, we found that there were only primitive spermatogonia and supporting cells but no spermatocytes in the testis of 6-month-old yaks. We observed primary spermatocytes, secondary spermatocytes, round spermatids, and mature sperm in the testis of 30-month-old yaks, indicating that male yaks had reached sexual maturity after 2 years old. In addition, various somatic cells, including Sertoli and Leydig cells, play an important role in spermatogenesis. Leydig cells synthesize and secrete more than 90% of androgens in the body [66]. Sertoli cells regulate the secretory function of Leydig cells by interstitial activator proteins and secrete various growth factors to support the proliferation and differentiation of spermatogonia [67]. Of course, such a complex spermatogenesis process is subject to strict and precise molecular regulation. Lin et al. [22] showed that m^6^A modification with overall dynamic changes occurred at different developmental stages of spermatogenesis, which is consistent with our results of a significantly increased overall m^6^A level in the testis at sexual maturity. In our results, the expression of *FTO*, *ALKBH5*, and *YTHDC2* genes was significantly up-regulated in the testis of sexually mature yaks. ALKBH5-mediated m^6^A demethylation is essential for the splicing of m^6^A-modified long 3′ UTR transcripts in spermatocytes and round sperm cells [19]. The m^6^A recognition protein YTHDC2 can affect the degradation and translation of target genes. YTHDC2 knockout results in the inability of the testis to produce sperm, thereby blocking fertilization [24]. Therefore, yak testis development and spermatogenesis might mainly be regulated by demethylases, and YTHDC2 might affect normal meiosis by regulating mRNA degradation and decay.

We found several m^6^A modification sites in yak testicular tissue by MeRIP-seq. After functional enrichment analysis of DMPs screened before and after sexual maturity, we found that the differential expression of m^6^A-methylated mRNAs involved multiple biological pathways, many of which were closely related to male reproduction. Adjacent Sertoli cells in the testis form a blood–testis barrier (BTB) by tightly connecting the adherens junction and gap junction to prevent the immune system from attacking its own germ cells [68]. Simultaneously, the dynamic changes in BTB provide conditions for the proliferation and differentiation of germ cells [69]. Destruction of testicular immune homeostasis may lead to orchitis, a cause of male infertility [70]. The Wnt, PI3K, and mTOR signaling pathways are involved in many stages of male reproduction and regulate spermatogenesis and testicular endocrine function [71,72]. In particular, mTOR plays an important role in the maintenance and differentiation of spermatogonia and in regulating the redox balance and metabolic activity of Sertoli cells [72].

The transcriptome results showed that DEGs screened after sexual maturity were closely related to calcium ion binding, spermatogenesis, cell differentiation, cilium assembly, and flagellated sperm motility and were significantly enriched in ECM–receptor interaction, cortisol synthesis and secretion, and aldosterone synthesis and secretion pathways. In mammals, cilia are essential for development, sensation, cell signaling, and sperm motility. Calcium-binding proteins regulate signaling pathways necessary for ion metabolism and sperm maturation events. Shawki et al. identified EFCAB2 as a new calcium-binding protein in mouse testis, which may regulate sperm flagellar movement [73]. In our results, the *EFCAB2* gene was significantly up-regulated in the testis of sexually mature yaks. We also found that the *WDR5* gene is one of the up-regulated DEGs. WDR protein plays an important role in spermatocyte division, sperm flagellar assembly, and head formation [74]. ECM includes the seminiferous tubule basement membrane and peritubular intercellular matrix. It contains many cytokines and their receptors. As a component of the seminiferous tubule basement membrane and lamina propria, it participates in BTB formation, is closely related to the composition of the spermatic cord, and is involved in spermatogenesis and spermatogenic cell differentiation [75]. Cortisol excites the development of spermatogonia in an androgen-independent manner and affects the number of sperm in the testis by promoting meiosis and spermatogenesis [76]. Overall, according to the results of this study, it is speculated that DEGs may be involved in biological processes such as mitosis, meiosis, cell differentiation, flagellated sperm motility, and metabolism during sexual maturity of yak testis.

Combined analysis results of m^6^A-seq and RNA-seq showed that m^6^A methylation was specifically expressed in yak testicles at different developmental stages, and these regulatory factors were crucial for maintaining spermatogenesis. BRCA1 is a nuclear phosphoprotein expressed in a broad spectrum of tissues during cell division [77]. *BRCA1* is expressed in the spermatogonia and premeiotic spermatids in the testis [78], and BRCA1-deficient male mice are sterile due to meiotic failure [52]. *CREBBP* is expressed in Sertoli cells and undifferentiated spermatogonia and may participate in regulating the activation of the follicle-stimulating hormone-mediated transferrin promoter in the testis by connecting bHLH and CREB activities [79]. CREBBP can regulate the expression of testicular determinants during gonadal development in the embryonic stage, thus directly affecting testis development [53]. STAT3 is a member of the signal transduction and transcriptional activator protein family, which can be activated by extracellular growth factors and cytokines and participate in the regulation of cell proliferation, differentiation, and apoptosis [80]. In mouse testis, *STAT3* is widely expressed in the supporting cells of the entire seminiferous tubules, and the expression level of *STAT3* in the seminiferous tubules is closely related to spermatogenesis [54]. When STAT3 phosphorylation is inhibited, spermatogenic cell apoptosis increases [81]. SMAD4 protein is a co-transducer of the transforming growth factor (TGF)-β superfamily and participates in the signal transduction of all members of the TGF-β family. *SMAD4* is expressed in mammalian testis and plays an important role in testis development and spermatogenesis [55]. Our results suggest that m^6^A methylation affects testis development and spermatogenesis by regulating the translation and degradation of *BRCA1*, *CREBBP*, *STAT3*, and *SMAD4*.

## 5. Conclusions

In summary, we found that a large number of m^6^A modifications occurred during the sexual maturity of yak testis, and the m^6^A level of yak testicular tissue was significantly higher after sexual maturity than at the juvenile stage. By measuring the expression of methylation-related enzymes, we found that yak testis development and spermatogenesis were mainly regulated by demethylases. The differential expression of m^6^A-methylated mRNAs involved multiple biological pathways, such as Wnt, PI3K, and mTOR signaling pathways, and participated in germ cell proliferation, cell differentiation, spermatogenesis, sperm motility, and other processes. Finally, we also screened the key regulatory factors affecting testis development. Subsequently, the screened key regulatory factors will be verified at the cellular level, and the molecular mechanism of these regulatory factors regulating spermatogenesis through m^6^A will be further explored. This study provides new insights into further understanding the epigenetic molecular regulation mechanism of testicular development.

## Figures and Tables

**Figure 1:**
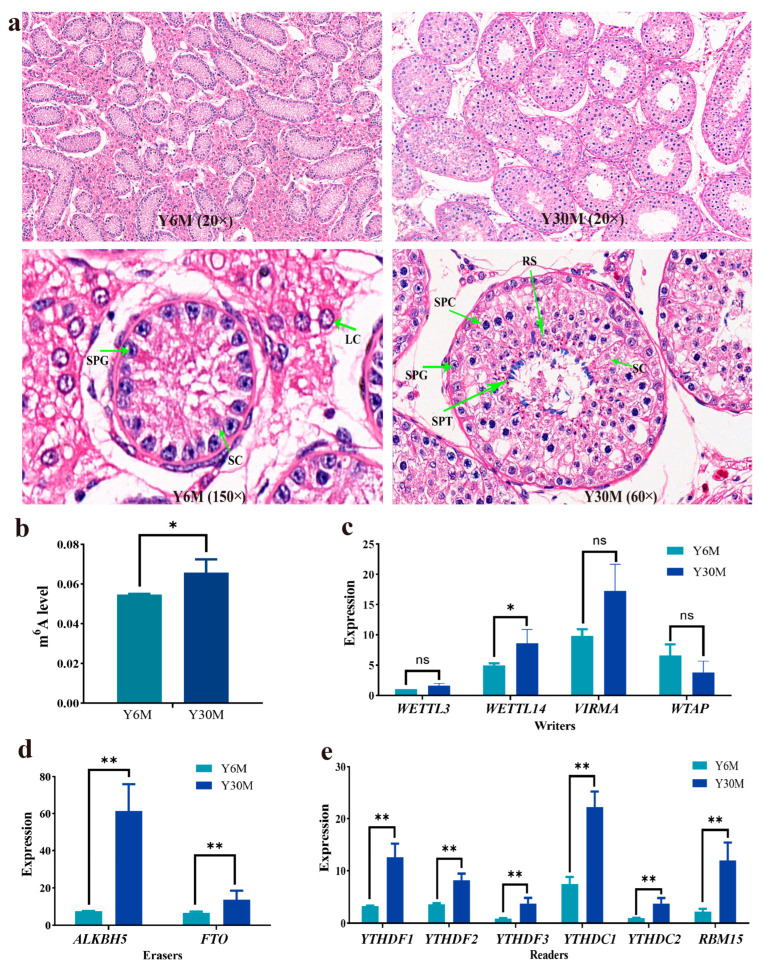
Tissue structure and relative m^6^A level of yak testis at different stages. (**a**) Tissue structure of yak testis at different stages. SPG—spermatogonia; SC—Sertoli cell; LC—Leydig cell; SPC—spermatocyte; RS—round sperm; SPT—spermatid. (**b**) Relative m^6^A levels of yak testis at different stages. (**c**) Expression of writers in yak testis at different stages. (**d**) Expression of erasers in yak testis at different stages. (**e**) Expression of readers in yak testis at different stages (* represents a significant difference in gene expression between the two groups (*p* < 0.05), ** represents a very significant difference in gene expression between the two groups (*p* < 0.01), and ns represents no significant difference in gene expression between the two groups (*p* > 0.05)).

**Figure 2:**
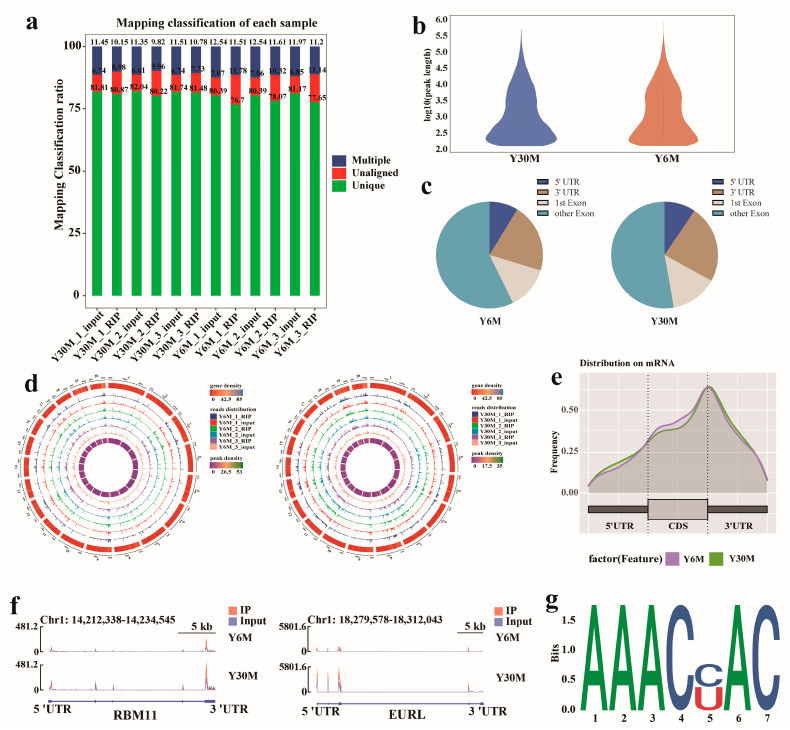
Characteristics of m^6^A in yak testis before and after sexual maturity. (**a**) Distribution of reference genome alignment. (**b**) Violin plot of m^6^A peak length distribution. (**c**) Annotation classification of the peak in the gene functional element region. (**d**) Distribution circle of reads on the reference genome. (**e**) Statistics of the concentration location of the m^6^A peak in yak testis. (**f**) Data visualization analysis of differential m^6^A peaks in the selected mRNAs (RBM11 and EURL). (**g**) Motif sequence enriched by the m^6^A peak.

**Figure 3:**
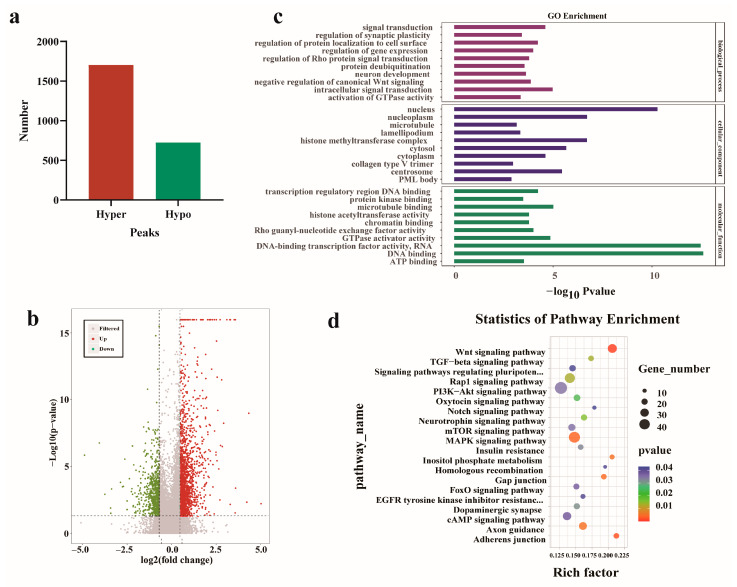
Results of differentially methylated peaks (DMPs) before and after sexual maturity of yak testis. (**a**) Statistical histogram of DMPs. (**b**) Volcano plot of DMP distribution. (**c**) GO enrichment analysis of DMPs. (**d**) KEGG enrichment analysis of DMPs.

**Figure 4:**
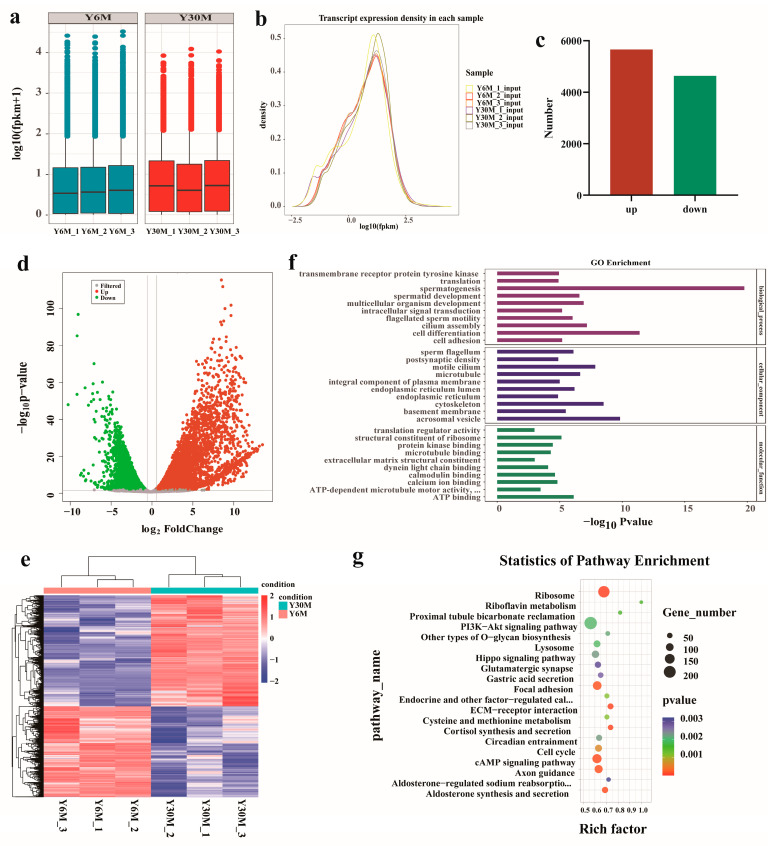
Results of differentially expressed genes (DEGs) before and after sexual maturity of yak testis. (**a**) Box diagram of gene FPKM value of each testicular sample. (**b**) Density distribution curve of gene FPKM value of each testicular sample. (**c**) Statistical histogram of DEGs. (**d**) Volcano plot of DEG distribution. (**e**) Cluster heatmap of DEGs. (**f**) GO enrichment analysis of DEGs. (**g**) KEGG enrichment analysis of DEGs.

**Figure 5:**
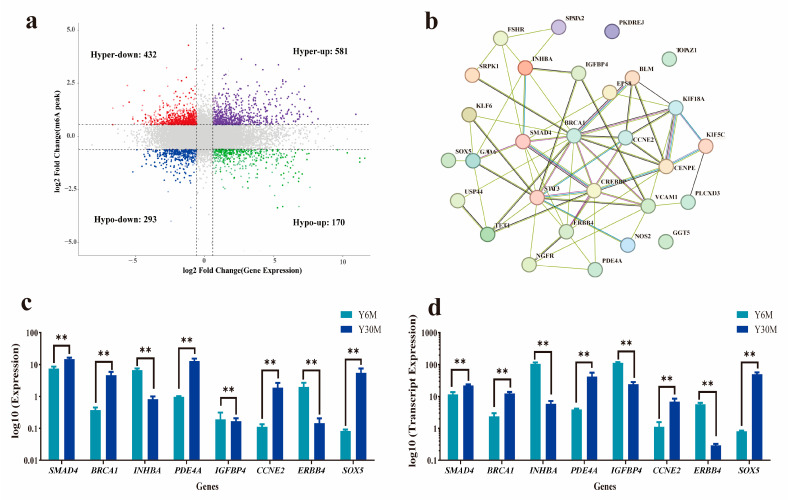
Combined analysis of m^6^A-seq and RNA-seq data. (**a**) Combined four-quadrant map of differentially methylated peaks and differentially expressed genes. (**b**) Network diagram of 30 differentially co-expressed genes. (**c**) qRT-PCR results of DEGs. (**d**) Transcriptome sequencing expression of DEGs (** represents a very significant difference in gene expression between the two groups (*p* < 0.01)).

**Table 1:** The 30 genes with significant changes in the transcriptional abundance of m^6^A and mRNA in the yak testis.

Name	Pattern	Chr	Start	End	log_2_FC (m^6^A)	log_2_FC (mRNA)	*p*-Value
*PKDREJ*	hyper-up	5	125,560,273	125,560,773	2.62	5.63	2.65 × 10^−55^
*SOX5*	hyper-up	5	16,470,677	16,470,826	1.08	5.87	1.96 × 10^−47^
*INHBA*	hyper-down	4	44,549,993	44,550,142	0.91	−4.30	1.08 × 10^−35^
*SRPK1*	hypo-up	24	26,610,618	26,610,814	−0.68	3.99	4.83 × 10^−28^
*ERBB4*	hypo-down	2	41,164,674	41,164,923	−0.91	−4.36	1.56 × 10^−27^
*USP44*	hypo-up	5	82,720,213	82,720,562	−1.18	5.95	3.89 × 10^−21^
*KIF5C*	hypo-up	2	98,167,244	98,168,507	−0.69	4.00	7.66 × 10^−21^
*TET1*	hyper-down	27	24,532,195	24,532,594	0.86	−3.90	5.95 × 10^−15^
*NOS2*	hypo-down	19	49,714,496	49,720,399	−0.64	−3.58	1.03 × 10^−14^
*IGFBP4*	hypo-down	19	25,616,251	25,617,161	−0.67	−2.38	2.37 × 10^−14^
*KLF6*	hyper-down	12	36,414,828	36,415,221	1.10	−2.31	8.18× 10^−55^
*PLCXD3*	hypo-down	23	50,340,333	50,417,181	−1.06	−4.24	2.38 × 10^−13^
*NGFR*	hyper-down	19	29,717,922	29,719,581	0.62	−2.57	3.59 × 10^−12^
*GATA6*	hyper-down	21	30,279,347	30,302,478	0.67	−2.60	7.39 × 10^−12^
*TOPAZ1*	hypo-up	22	49,897,438	49,897,685	−1.74	3.79	1.22 × 10^−11^
*FSHR*	hyper-down	9	51,638,767	51,638,966	1.17	−2.66	1.27 × 10^−11^
*PDE4A*	hypo-up	8	15,331,939	15,332,787	−0.63	3.41	1.29 × 10^−11^
*BRCA1*	hyper-up	19	22,819,897	22,820,196	1.03	2.27	1.21 × 10^−9^
*SPATA2*	hypo-up	12	74,095,786	74,096,077	−0.67	2.52	6.29 × 10^−9^
*STAT3*	hypo-down	19	23,617,050	23,617,579	−1.47	−1.80	2.49 × 10^−7^
*VCAM1*	hypo-down	3	28,996,951	28,999,908	−2.03	−2.94	4.33 × 10^−7^
*CCNE2*	hypo-up	18	61,692,482	61,693,870	−0.84	2.50	1.43 × 10^−6^
*GGT5*	hypo-down	16	79,102,897	79,103,146	−1.30	−1.65	4.48 × 10^−6^
*VDAC3*	hypo-up	28	16,482,220	16,482,368	−0.61	1.78	1.97 × 10^−5^
*EPS8*	hypo-down	5	8,127,710	8,130,594	−1.72	−1.40	5.12 × 10^−5^
*CREBBP*	hyper-down	26	44,363,116	44,364,442	0.77	−1.16	0.00016
*BLM*	hyper-up	17	22,597,323	22,597,571	0.72	1.55	0.00033
*SMAD4*	hyper-down	21	48,509,408	48,509,706	0.72	−1.10	0.00047
*KIF18A*	hyper-up	13	9,570,719	9,570,965	0.65	2.25	0.0006
*CENPE*	hyper-up	6	105,142,758	105,146,881	0.82	1.41	0.0345

## Data Availability

The dataset supporting the conclusions of this article is available in the GEO database: GSE229363. The data generated or analyzed during this study are included in this published article and its Supplementary Information Files.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ani13182815/s1, File S1: Materials and Methods; Table S1: Primer sequence information of m6A-related enzyme genes; Table S2: Primer sequence information of verified genes; Table S3: Raw data quality statistics and reference genome alignment results; Table S4: Identification and annotation of m6A peak in juvenile yak testis; Table S5: Identification and annotation of m6A peak in sexually mature yak testis; Table S6: Identification of differential methylation peaks in the experimental group; Table S7: Identification of differentially expressed genes in the experimental group; Table S8: The combined analysis of m6A-seq and RNA-seq data. References [30,31,33,34,82,83,84,85,86] are cited in the supplementary materials.

# Supplementary material for: Transcriptome Studies Reveal the N6-Methyladenosine Differences in Testis of Yaks at Juvenile and Sexual Maturity Stages
**Source:** Animals (Basel). 2023 Sep 5;13(18):2815. doi: 10.3390/ani13182815
**Supplement:** Supplementary file 1

**Transcriptome studies reveal the regulation of m^6^A in testis development and spermatogenesis in yak**

**Shaoke Guo^1,2^, Jie Pei^1,2^, Xingdong Wang^1,2^, Mengli Cao^1,2^, Lin Xiong^1,2^, Yandong Kang^1,2^, Ziqiang Ding^1,2^, Yongfu La^1,2^, Min Chu^1,2^, Pengjia Bao^1,2^, Xian Guo^1,2*^**

 (S.G.);  (J.P.);  (X.W.);  (M.C.);  (L.X.);  (Y.K.);  (Z.D.);  (Y.L.);  (M.C.);  (P.B.)

**Materials and Methods**

**RNA extraction and cDNA synthesis**

The tissue preserved in liquid nitrogen was taken out and quickly ground into powder in a heat-sterilized mortar with liquid nitrogen. An appropriate amount of ground tissue was placed in a sterilized Eppendorf tube, and the total RNA of the tissue was extracted using TRIzol lysis reagent. NanoDrop ND-1000 (Thermo Fisher Scientific, CA, USA) was used to control the quantity and purity of RNA. Concentration >50 ng/μL, RIN >7.0, OD_260_/_280_ >1.8, and total RNA >50 μg met the requirements of downstream experiments. RNA was reverse transcribed according to the PrimeScript RT Reagent with the gDNA Eraser Perfect Real Time Kit (TaKaRa, Beijing, China) to obtain cDNA, which was frozen at −80°C for subsequent experiments.

**Quantitative detection of m^6^A levels and methylation-related enzymes**

According to the EpiQuik™ m^6^A RNA methylation quantitative detection kit (colorimetric) (Epigentek, NY, USA), the methylation level of m^6^A RNA in total RNA of testicular tissue was detected according to the steps specified by the supplier. METTL3, METTL14, WTAP, FTO, ALKBH5, YTHDF1-3, YTHDC1-2, RBM15, and VIRMA were selected as m^6^A-related enzymes. qRT-PCR was performed using SYBR Green Master Mix (Yeasen, Shanghai, China) and the LightCycler system (CFX96TM, Singapore). The primers of the target gene were synthesized using the NCBI website. The reaction volume was 20 μL, including 10 μL 2 × Precision PLUS Master Mix, 1 μL (25 ng) diluted cDNA, 1 μL (300 nmol each) gene-specific forward and reverse primers, and 7 μL RNase-free ddH_2_O. PCR conditions were as follows: 95°C for 3 min, 95°C for 10 s, 55°C for 30 s, 39 cycles. Data were expressed as mean ± standard error (n = 3). The glyceraldehyde-3-phosphate dehydrogenase gene was used as an internal reference gene, and the 2^−ΔΔCT^ calculation method was used to standardize mRNA expression. All statistical analyses were performed using SAS 9.4 statistical software, and *P* < 0.05 was considered statistically significant.

**Library construction and sequencing**

The qualified RNA samples were constructed into a cDNA library, and oligo-dT magnetic beads were used to specifically capture mRNA with polyadenylate by two rounds of purification. A magnesium ion interruption kit (NEBNext Magnesium RNA Fragmentation Module; New England Biolabs, MA, USA) was used for fragmentation of captured mRNA at 86°C for 7 min. The fragmented mRNA was pre-mixed with the immunomagnetic beads Dynabeads Antibody Coupling Kit (Thermo Fisher Scientific) and m^6^A Antibody (Synaptic Systems, Germany) in immunoprecipitation (IP) buffer (50 mM Tris-HCl, 750 mM NaCl, and 0.5% Igepal CA-630) before conducting IP. The IP product was passed through reverse transcriptase (Invitrogen SuperScript™ II Reverse Transcriptase, CA, USA). Then *E. coli* DNA polymerase I was combined with RNase H (New England Biolabs) and mixed with dUTP solution (Thermo Fisher Scientific) for two-strand synthesis and RNA degradation. AMPure XP beads were used to select the fragment size, and a 300 ± 50 bp library was obtained. Finally, two-terminal sequencing was performed on the Illumina NovaSeq™ 6000 platform (Illumina Inc., San Diego, CA, USA) with sequencing mode PE150.

**Bioinformatics analysis**

Trimmomatic [1] software was used to trim the raw reads of the generated FASTQ format sequence, filtering out low-quality and N bases or low-quality reads, and obtaining high-quality clean reads. A total of 250,000 pairs of reads were randomly selected from the clean reads after quality control, and compared with the nucleotide library using the BLASTN software. SortMeRNA [2] software was used to remove ribosomal RNA. The clean reads after ribosomal RNA removal were used for subsequent genome alignment analysis. The default parameters of HISAT2 [3] software were used to compare clean reads to the yak reference genome (LU_Bosgru_v3.0), and only aligned reads were retained for subsequent analysis. To verify the efficiency of the MeRIP-seq experiment, Guitar [4] R package and deepTools [5] software were used for quality inspection of genome comparison result data. MeTDiff [6] software was used to perform peak detection with input samples as control. The detected peak was annotated with ChIPseeker [7] software. MEME [8] and DREME [9] software was used to detect motifs in peak sequences. Simultaneously, Tomtom software was used to compare the obtained motif sequence with the known motif database, and the known motif was used in annotation differential analysis to identify RNA methylation in the experimental–control group study. The differential peak was detected using MeTDiff software, and the detected differential peak was annotated using ChIPseeker. For the peak and differential peak detected previously, GO (http://geneontology.org/) and KEGG (http://www.genome.jp/kegg/) enrichment analyses were conducted by the hypergeometric distribution test to determine the biological function or pathway that the peak gene mainly affects.

**Reference**

1. Bolger, A. M.; Lohse, M.; Usadel, B., Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics (Oxford, England)* **2014,** 30, (15), 2114-20.

2. Kopylova, E.; Noé, L.; Touzet, H., SortMeRNA: fast and accurate filtering of ribosomal RNAs in metatranscriptomic data. *Bioinformatics (Oxford, England)* **2012,** 28, (24), 3211-7.

3. Kim, D.; Langmead, B.; Salzberg, S. L., HISAT: a fast spliced aligner with low memory requirements. *Nature methods* **2015,** 12, (4), 357-60.

4. Cui, X.; Wei, Z.; Zhang, L.; Liu, H.; Sun, L.; Zhang, S. W.; Huang, Y.; Meng, J., Guitar: An R/Bioconductor Package for Gene Annotation Guided Transcriptomic Analysis of RNA-Related Genomic Features. *BioMed research international* **2016,** 2016, 8367534.

5. Ramírez, F.; Dündar, F.; Diehl, S.; Grüning, B. A.; Manke, T., deepTools: a flexible platform for exploring deep-sequencing data. *Nucleic acids research* **2014,** 42, (Web Server issue), W187-91.

6. Cui, X.; Zhang, L.; Meng, J.; Rao, M. K.; Chen, Y.; Huang, Y., MeTDiff: A Novel Differential RNA Methylation Analysis for MeRIP-Seq Data. *IEEE/ACM transactions on computational biology and bioinformatics* **2018,** 15, (2), 526-534.

7. Yu, G.; Wang, L. G.; He, Q. Y., ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. *Bioinformatics (Oxford, England)* **2015,** 31, (14), 2382-3.

8. Bailey, T. L.; Boden, M.; Buske, F. A.; Frith, M.; Grant, C. E.; Clementi, L.; Ren, J.; Li, W. W.; Noble, W. S., MEME SUITE: tools for motif discovery and searching. *Nucleic acids research* **2009,** 37, (Web Server issue), W202-8.

9. Schulz, M. H.; Devanny, W. E.; Gitter, A.; Zhong, S.; Ernst, J.; Bar-Joseph, Z., DREM 2.0: Improved reconstruction of dynamic regulatory networks from time-series expression data. *BMC systems biology* **2012,** 6, 104.

How the deposited data were processed for this re-analysis (not part of the article)

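Testis RNA of 3 juvenile yaks (Y6M, 6 months old) and 3 sexually mature yaks (Y30M, 30 months old) was measured by MeRIP-seq, with an immunoprecipitated and an input library per yak. The grouping follows the sample labels and the paper, which both give 3 yaks per group. Every column of expression values was assigned to its yak by its name.

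The authors trimmed the reads with Trimmomatic, removed ribosomal RNA with SortMeRNA and aligned the rest with HISAT2 at default parameters to LU_Bosgru_v3.0. From the input libraries the authors deposited FPKM per gene, which scales each library by its own mapped reads and by transcript length, with no other scaling between libraries stated. MeTDiff was run by the authors with the input libraries as control, and for each compared peak the authors deposited the fold enrichment over input, the log10 of the p-value and FDR of that enrichment, and the log10 of the p-value and FDR of the difference between groups. The log2 fold change of each peak stands in 2 columns of the authors' deposited table, which differ in sign in all 16318 peaks, and the column that equals Table 1 and Supplementary Tables S6 and S8 was used, which gives Y30M against Y6M. In this table a p-value is printed as 0 where the authors' log10 value lies below what a decimal number holds. For each adenosine inside a peak the authors deposited a prediction score between 0 and 1, which is not a measured methylation level. The tool behind it is not named in the paper's text. The Y30M list of scored adenosines covered chromosomes 1 and 2, so the lists of the groups were compared on these only.

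Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, R 4.3.3 with limma 3.58.1, and bedtools 2.31.1 were used. Expression was tested with limma (lmFit, eBayes with trend) on log2(FPKM + 1), with a pseudocount of 1, in the 19477 of 20953 listed genes with an FPKM above 0 in at least 1 library. All adjusted p-values of genes are Benjamini-Hochberg values from this test over 19477 genes. A DEG needed an unadjusted p-value of at most 0.05 and a fold change of at least 1.5, as in the paper's methods. A DMP needed the same of the authors' p-value and fold change. No test of methylation between yaks was possible without reads per library and peak, so methylation calls are the authors'. DMPs on DEGs were tested with a two-sided Fisher's exact test, median changes in expression with a two-sided permutation test of 100000 resamples, and single values between groups with an exact permutation test, whose smallest p for 3 against 3 is 0.1. Peak lists were compared by an overlap of at least 1 bp. Coordinates are counted from 1, on LU_Bosgru_v3.0.

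The test of expression was tested on simulated data with the 19477 genes, 200 of them changed by known factors. At an unadjusted p-value of at most 0.05 and a fold change of at least 1.5, 97.5% of the changed and 2.93% of the unchanged genes were called. At an adjusted p-value of at most 0.05 and the same fold change, 39% of the changed genes and 5 unchanged genes were. Far more genes (46.6%) were called in the real data, so the adjusted recovery does not carry over. The test of DMPs on DEGs was run on 4000 simulated peaks with fixed calls and no noise, built with an odds ratio of 6. Its result of 5.99 checks the arithmetic only. The permutation test of medians was run on 100 simulated sets of independent values with no change, and 5% had a p of at most 0.05.

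The FPKM files give no read numbers, so no counting error was attached to single values. Relative depths were read from the steps of the low FPKM values. A weakly expressed gene rests on few fragments, and its fold change on log2(FPKM + 1) is an understatement. The number of reads behind a peak is unknown.

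Gene names come from the paper's supplementary tables, of which the copies used here were shortened, and paired 2147 IDs with a name. The 30 genes of Table 1 were matched by coordinates to the authors' deposited table. Of 1999 peaks read from Supplementary Table S8, 115 are paired there with another gene than in the authors' deposited table, or with none in the latter, and *VDAC3* is one of them. Named genes were the genes the paper names from its sequencing, the m6A regulators it measured or lists primers for, the 5 named DEGs with the largest rise and the 5 with the largest fall on log2(FPKM + 1) among those without overlap between groups, the 3 DMPs with the largest rise and the 3 with the largest fall at an FDR of at most 0.05, and the most abundant gene of each group. *EFCAB2*, *WDR5*, *ZC3H13*, for which the paper lists primers, and the m6A regulators the paper measured other than *YTHDF2* had no ID in the tables used here and are not reported. Marker lists of testis and blood cell types were fixed beforehand, but 6 of 49 markers had a named gene (3 of 8 for Sertoli cells, 2 of 8 for spermatocytes, 1 of 6 for Leydig cells, 0 for the other lists). This is under 80%, so the check of cell composition was void.

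The replicate numbers were checked for pairing. Deviations from the group mean correlated between same-numbered libraries of the groups at 0.237, 0.305 and 0.630 for replicates 1, 2 and 3, across the 13912 genes with a mean FPKM of at least 1. By the rule that all 3 exceed 0.1, the numbers pair the samples. Libraries of replicates 1 and 2 correlated as highly across numbers (0.335 and 0.276), so the pairing comes from replicate 3 against the others. Neither the paper nor the labels name a shared batch.

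The alternatives to these settings were pseudocounts of 0.1 and 0.01, a filter on a mean FPKM of at least 1, adjusted p-values, a fold change of at least 2, rescaling to TPM, a median-of-ratios factor per library, eBayes without trend, a replicate block, each library left out, stricter thresholds for DMPs, 1 DMP per gene and an overlap of 50% of both peaks. Added after seeing the data were a block of replicate 3 against the others, DMP thresholds rounded to -1.3 and 0.58 on the log scales, centred methylation changes and a division of genes at a mean FPKM of 20. Enrichment of terms, the motif, the annotation shares of peaks and the share of the genome were not analysed here, since no genome or term annotation was used. The qRT-PCR and colorimetric m6A values were not analysed here.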

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

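The tests on predicted sites outside exon blocks, on peaks with an FDR of 1 for their own enrichment and on the share of FPKM taken by the most abundant genes were chosen only after the result was seen, and that on the expression level of X-linked genes before.

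Of 276 X-linked genes, 132 (47.8%) were down-regulated DEGs in Y30M and 39 (14.1%) up-regulated, against 23.9% and 28.8% of 8300 autosomal genes. The paper does not report expression by chromosome, which is why this was looked at again. The chromosome is known only for genes with a compared peak, and none of the X-linked genes has a name in the tables used here. The median log2 fold change was -0.80 over X-linked, 0.03 over autosomal and -0.36 over 49 Y-linked genes. Among the autosomes, the lowest median was -0.33 on chromosome 27. The expression level of X-linked genes would give a median like that of autosomal genes of the same level. The X-linked median of -0.802 lay below all 10000 random autosomal lists matched on mean expression, whose middle 95% ran from -0.16 to 0.15 and whose lowest was -0.31, which argues against it. The larger share of FPKM taken by the most abundant genes in Y6M would move all genes of the same expression level alike, whatever their chromosome, so the matched lists argue against it as well. A factor per library cannot test this, since it moves X-linked and autosomal genes together. The gap between the X-linked and autosomal medians was -0.83. It was -1.03 with a pseudocount of 0.1 and between -0.88 and -0.74 in the fits without 1 library. GC content and gene length were not tested. The mixture of cells in the testis did change with age in the paper's tissue sections. The tubules of Y6M held only spermatogonia and Sertoli cells, whereas spermatocytes and spermatids were seen in Y30M. Such a change may also lower X-linked transcripts. Whether it does was not tested, because the marker lists were void, and stays open, as does any other effect of age.

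In Y6M, 2170 peaks had the start and end of a compared peak with several exon blocks, and 95403 predicted m6A sites lay outside these blocks, which is 93.6% of the predicted sites in these peaks. The paper does not report on the predicted sites. The exon blocks made up 4.06% of the span of the peaks, and 464321 of the scored adenosines lay outside them against 16890 inside. A prediction run over the whole genomic span of a peak, introns included, would list adenosines outside the blocks as densely as inside. There were 20.68 scored adenosines per kb outside and 17.8 inside, as this explanation predicts. Of the scored adenosines, 38.8% were predicted as sites inside the blocks and 20.5% outside. In the 214 such Y30M peaks on chromosomes 1 and 2, the shares were 35.5% and 19.6%. No biological explanation was tested. The reads themselves were not analysed here, so that methylation of unspliced RNA stays open.

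Of the peaks in the authors' deposited table, 4534 (27.8%) had an FDR of 1 for their own enrichment over input, and 859 of them were DMPs. The paper does not report on this column. The median fold enrichment in the authors' deposited table was 2.16 over these peaks and 2.36 over peaks with an FDR of at most 0.05. If these were peaks present in 1 group only, whose enrichment is diluted when the groups are pooled, over 50% of them would overlap exactly 1 group's list. On chromosomes 1 and 2 this was so for 42.51% of 407 peaks, against 24.3% of the peaks with a lower FDR in the authors' deposited table, and 38.1% of them overlapped both lists. Another 19.4% overlapped neither list, against 5.57%. Of the 328 that overlapped a list at all, 52.7% overlapped exactly 1. The outcome turns on whether the peaks outside both lists are counted, so this explanation stays open. With the peaks in 10 classes of equal size by expression, 50.0% of the highest class had an FDR of 1, against 24.3% of class 5 and 29.2% of the lowest class. Among the named genes, several peaks of a gene often had the same enrichment FDR. Both peaks of *NGFR* had 5.01e-18 (fold enrichment 3.44 and 2.77) and both of *SOD3* had 3.98e-15 (2.15 and 1.59). Those of *WWP1* differed, from 2.51e-17 to 1.23e-07. Whether the FDR is specific to a peak is therefore open, which limits each division of peaks by it. How the FDR was computed is not stated in the paper's text and stays open, and no biological explanation was tested.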

How the results depend on the processing

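All alternatives named here were set before the data were examined, except where a sentence says that one was chosen after seeing the data, and the comparison with other splits was chosen after the result was seen for the DEGs and before it for the co-DEG peaks.

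The number of DEGs was 9080, with 5378 up-regulated and 3702 down-regulated, and all alternatives stayed within 1.5 times these numbers. It ranged from 7111 with a fold change of at least 2 to 10175 with a pseudocount of 0.1. Across the 6 fits that each left out 1 library, it ranged from 8031 to 8877, up-regulated DEGs from 4770 to 5368 and down-regulated DEGs from 3061 to 3717. Up-regulated genes were the more frequent under each of these settings, with 6156 against 3317 DEGs in TPM and 5053 against 4238 with a median-of-ratios factor.

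With the replicate block, 9909 DEGs were called, 9056 of them also among the 9080 without it. *CENPE* and *RBM11* passed the threshold with the block, and it changed no other call among the named genes. Blocking replicate 3 against replicates 1 and 2, chosen after seeing the data, gave 9917 DEGs.

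Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many DEGs, up-regulated DEGs, down-regulated DEGs and co-DEG peaks as the real one, which is the real split itself. Since 10 splits cannot give a share under 0.1, the difference between ages and a chance division of the yaks cannot be told apart by this count alone. The other splits gave 16 to 492 DEGs, at most 256 up-regulated, 459 down-regulated and 67 co-DEG peaks, and 0 genes at an adjusted p-value of at most 0.05, against 8129 DEGs in the real split. Among the 4 splits that part all 3 replicate pairs, the largest other number was 38 DEGs. The others keep pairs together, so that differences between replicate numbers enter their groups.

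The 2378 DMPs, 1670 hypermethylated and 708 hypomethylated, fell to 659, 468 and 191 with a fold change of at least 2, and to 1447, 1044 and 403 among peaks with their own enrichment over input at the authors' FDR of at most 0.05. The 1277 co-DEG peaks fell to 367 and 607 under the same alternatives, and across the fits that each left out 1 library they ranged from 1076 to 1240. Fewer peaks qualify under these thresholds by construction. Rounded thresholds and centring, chosen after seeing the data, gave 2426 and 2201 DMPs.

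The odds ratio of 2.30 between direction of methylation and of expression lay between 2.16 and 2.90 in the fits that each left out 1 library and was above 1 with p at most 0.05 under every alternative set beforehand except one. Among peaks with their own enrichment at an FDR of at most 0.05, it was 1.18 (two-sided Fisher's exact test, p = 0.382). The cause was not tested for this alternative as a whole. For genes with a mean FPKM of at least 20, a division chosen after seeing the data, it was reversed to 0.124, and for genes under 20 it was 4.57. The cause of the reversal is taken up among the other observations. The difference in median expression change of 0.52 lay between 0.446 and 0.581 in the fits that each left out 1 library, and was 0.138 (permutation p = 0.0515) among peaks with their own enrichment at an FDR of at most 0.05. The cause was not tested.

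Shared peaks on chromosomes 1 and 2 fell from 71.8% to 49.4% of the Y6M list and from 70.8% to 49.6% of the Y30M list when an overlap of 50% of both peaks was needed, which is stricter by construction.

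The 55 named genes were refitted under 13 alternatives each, 715 refits. Of these, 693 kept the direction and the call, 10 lost the call, 10 gained it and 2 reversed, in 10 genes. The log2 fold change of *IQGAP1* was -0.30 and became 0.0084 without Y6M replicate 3 (-0.50 to 0.0084 over the 6 fits that each left out 1 library), and that of *DDX19A* was -0.17 and became 0.0014 with TPM. Neither gene was a DEG. *EPS8* (-0.90) and *SMAD4* (-0.82) lost the call without Y6M replicate 3, and *BLM* (1.18) and *KIF18A* (1.11) without Y6M replicate 1. *CIB2* lost it with TPM and in 5 of the fits that left out 1 library, with log2 fold changes from -1.01 (without Y6M replicate 3) to -0.59 (without Y30M replicate 2). *CENPE*, *RBM11* and, with TPM, *YTHDF2* (0.65) gained it. *CENPE* did so without Y6M replicate 3 (1.34) and *RBM11* without Y30M replicate 2 (1.20), and both were lowest without Y30M replicate 3 (0.55 and 0.45).

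Enrichment of terms, annotation shares of peaks, exon block lengths of the lists per group and peak lists at an FDR of at most 0.01 or a fold enrichment of at least 2 were not run, because the lists per group used here hold neither these values nor terms. The depth of the reads behind a peak is unknown, which leaves the error of each methylation change open, most of all in weakly expressed genes.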

Differences from the paper's values

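Of 81 values the paper states or shows that were set beside values here, 2 differed by the rule given next. This is not a count of independent agreements. The 30 m6A log2 fold changes of Table 1 could not differ, because the column was chosen to equal them. The clean data totals were read back from the paper's Supplementary Table S3. The rule also passes the range of uniquely mapped reads, which is not the same, as described below. A count or an FPKM had to be more than 1.5 times apart and outside the spread between replicates, and a log2 fold change outside its error. In Fig. 5d, read by eye, the paper shows *SMAD4* at about 12 FPKM in Y6M and about 22 FPKM in Y30M. Its qRT-PCR in Fig. 5c, read by eye, also shows *SMAD4* higher in Y30M. The deposited values give 22.4 ± 3.04 FPKM (SD, n = 3) in Y6M and 11.6 ± 3.70 FPKM (SD, n = 3) in Y30M, the opposite direction, which is also that of Table 1. For Y30M, the value of 19.2 with TPM lies within 1.5 times the paper's, while Y6M is then at 32.4. A median-of-ratios factor (23.1 in Y6M and 10.7 in Y30M) and leaving out any 1 library (20.6 to 23.3 in Y6M and 10.3 to 13.8 in Y30M) did not close the gap, and no alternative set before the data were examined turned the direction.

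The paper's count of 10298 DEGs stands beside 9080 here, with the paper's 5661 up-regulated and 4637 down-regulated beside 5378 and 3702. A pseudocount of 0.1 came closest for the total (10175), and no alternative reached it. The paper's 2426 DMPs (1702 hypermethylated and 724 hypomethylated) stand beside 2378, 1670 and 708. Thresholds of -1.3 for log10 p and 0.58 for the log2 fold change, chosen after seeing the values, gave 2426, 1702 and 724. The paper's 1476 co-DEG peaks, with 581, 432, 170 and 293 in its quadrants, stand beside 1277, with 534, 328, 172 and 243. Nearest to the paper's total was the replicate block with 1407 peaks. The paper's 15393 peaks in Y6M stand beside 15116 in the list of scored adenosines, and its mean length of 6444.22 bp beside 6559 bp.

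The mRNA log2 fold changes of Table 1 are on the scale of the log2 ratio of mean FPKM, and on that scale all 30 lay within the replicate error. The median of the paper's value minus the value here was -0.12, and the largest gap was 0.22. *CENPE* is listed in Table 1 as up-regulated and was not called here (log2 fold change 0.94). It was called with a pseudocount of 0.01 (1.84), among genes with a mean FPKM of at least 1, with TPM (1.24), with the replicate block and without Y6M replicate 3 (1.34). It fell to 0.55 without Y30M replicate 3 and 0.69 without Y6M replicate 1. The paper names *EPHA2* among the genes with hypomethylated peaks. Its peak in the authors' deposited table has a log2 fold change of -0.584, just short of a fold change of 1.5, and is called with the rounded threshold of 0.58, which was chosen after seeing the values. The legend of Fig. 2 calls the peaks of *RBM11* and *EURL* differential. Their log2 fold changes in the authors' deposited table are -0.06 and -0.08, and neither is a DMP.

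The paper's text gives the range of uniquely mapped reads that its Supplementary Table S3 gives for total mapped reads. The uniquely mapped reads in that table run from 76.7 to 82.04%. The paper describes the highest expression level as slightly higher in Y6M, and here the mean of the library maxima was 2.68 times as high. The paper places the largest number of genes at an FPKM of 10 to 30, which held for 3 of the 6 libraries here, while the range from 3 to 10 held the most genes in the other 3. The paper names chromosomes 8, 19 and 20 as those with most peaks. By number, chromosome 3 (834 peaks) came before chromosome 19 (806) in the Y6M list, and per Mb chromosome 26 (11.2) came before chromosome 8 (7.49). In the authors' deposited table, which takes both groups together, chromosomes 8 (981), 20 (961) and 19 (873) held the most peaks by number, ahead of chromosome 3 (841), as in the paper's statement.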

Other observations

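Chosen only after the result was seen were the tests of GC content in replicate 3, of scarce transcripts and of centring. So were those of a methylation estimate that moves with expression, of the sign of the methylation change and of Supplementary Table S3. The test of peaks with an FDR above 0.05 for their own enrichment used a division at 20 FPKM made after seeing the data. The other tests were chosen before.

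The replicate 3 libraries of both groups deviated from their group means in the same way. Across 13912 genes with a mean FPKM of at least 1, the correlation of these deviations was 0.630. Sampling noise at the lower depth of Y6M replicate 3 would fade among well expressed genes, but the correlation was 0.6738 among 7876 genes with a mean FPKM of at least 10, which argues against it. Replicate 3 yaks that were more or less mature than the others would deviate along the change with age. The correlation with that change was -0.0972 for Y30M replicate 3 and -0.0706 for Y6M replicate 3. Against the age change of replicates 1 and 2 alone, these correlations were -0.145 and -0.0371. Such small values argue against a difference in maturity as the main cause. The paper's Supplementary Table S3 gives a mean GC content of 52.21% for the 4 libraries of replicate 3 and 56.8% for the other 8, with no overlap. A library batch with another GC content is therefore a candidate explanation. The paper and the labels name no batch, and a difference between the yaks themselves was not tested.

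The relation between methylation and expression changed with the expression level. For DMPs on DEGs with a mean FPKM under 20, the odds ratio between hypermethylation and up-regulation was 4.57 (95% interval 3.43 to 6.11, 1034 peaks), and at 20 or more it was 0.124 (95% interval 0.0608 to 0.242, 243 peaks), a division made after seeing the data. Peaks with an FDR above 0.05 for their own enrichment were tested as the cause of both. Among peaks with their own enrichment at an FDR of at most 0.05, the odds ratio was 1.914 under 20 FPKM (p = 0.00108, two-sided Fisher's exact test) and 0.09504 at 20 or more (p = 6.63e-07), which argues against it as the whole cause, although the first was smaller than over all peaks. Scarce transcripts, whose methylation is hard to measure in the group where they are rare, remain open for the weakly expressed genes. The odds ratio was 26.7 (95% interval 15.6 to 47.2) at a mean FPKM under 5 and 1.77 (95% interval 1.21 to 2.59) from 5 to 20, as this explanation predicts. Whether the methylation estimate follows expression in weakly expressed genes stays open. Over 11106 peaks under 20 FPKM, Spearman's rho between the changes in methylation and expression was -0.0063 (permutation p = 0.508), but it was 0.32 over the 1901 DMPs and -0.12 over the 9205 other peaks, a division that the methylation change itself decides. At 20 FPKM or more, rho was -0.225 over 4567 peaks (permutation p = 0.0001, the smallest that 10000 resamples can give), -0.22 over the 346 DMPs and -0.196 over the 4221 other peaks, so that an estimate that falls as abundant transcripts rise could account for the odds ratio under 1. An effect of methylation on the abundance of transcripts was not tested and stays open. Peaks and genes are not independent replicates.

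Hypermethylated DMPs were the more frequent in Y30M. With the log2 fold changes centred on their median, 1244 hypermethylated peaks (56.5%) stood against 957. The p-values are still those the authors gave for the uncentred difference, which a shift of all peaks would also tilt towards hypermethylation, so that such a shift and a difference between the ages cannot be told apart here. A sign of the fold change opposite to the peak lists was argued against. On chromosomes 1 and 2, 49 hypermethylated DMPs of the authors' deposited table overlapped the Y30M list only and 8 the Y6M list only, and for hypomethylated DMPs these numbers were 6 and 26. A change in the efficiency of the immunoprecipitation between groups was not tested, so that no biological cause can be singled out. By chromosome, the share of DMPs that were hypermethylated in the authors' deposited table was highest on the X chromosome (78 of 95, 82.1%) and lowest on chromosome 3 (58.7%). The share of peaks that were DMPs in the authors' deposited table was highest on the Y chromosome (24.7% of 93 peaks) and next highest on the X chromosome (18.2% of 523).

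In the paper's Supplementary Table S3, the total of the alignment equals the clean reads of the same yak's other library in 12 of 12 rows. Alignment columns exchanged between the input and immunoprecipitated libraries are therefore a candidate explanation. An exchange of the clean read columns would give the same match. The relative depths from the FPKM values lay at a mean log2 distance of 0.122 from the clean reads of the immunoprecipitated rows and 0.0480 from those of the input rows, but only 3 of 5 libraries were closer to the input rows, so that the 2 exchanges cannot be told apart with these few libraries.

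Of the m6A regulators the paper measured by qRT-PCR, *YTHDF2* has an ID in the tables used here. Its expression was 19.1 ± 2.13 FPKM (SD, n = 3) in Y6M and 26.9 ± 3.21 FPKM (SD, n = 3) in Y30M, higher in all 3 yaks, with a log2 fold change of 0.47 (standard error 0.20, limma, adjusted p = 0.102). It was not called, except with TPM (0.65). A peak of *YTHDF2* (chromosome 2, 13072434 to 13073167) was hypermethylated in Y30M in the authors' deposited table, with a log2 fold change of 0.64.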
